# Sex-Based Differences in Cardiac Gene Expression and Function in BDNF Val66Met Mice

**DOI:** 10.3390/ijms22137002

**Published:** 2021-06-29

**Authors:** Marcus Negron, Jeffrey Kristensen, Van Thuan Nguyen, Lauren E. Gansereit, Frank J. Raucci, Julia L. Chariker, Aaron Heck, Imamulhaq Brula, Gabrielle Kitchen, Cassandra P. Awgulewitsch, Lin Zhong, Eric C. Rouchka, Simran Banga, Cristi L. Galindo

**Keywords:** brain-derived neurotrophic growth factor, dilated cardiomyopathy, rs6265 polymorphism, Duchenne muscular dystrophy, Val66Met

## Abstract

Brain-derived neurotrophic factor (BDNF) is a pleiotropic neuronal growth and survival factor that is indispensable in the brain, as well as in multiple other tissues and organs, including the cardiovascular system. In approximately 30% of the general population, BDNF harbors a nonsynonymous single nucleotide polymorphism that may be associated with cardiometabolic disorders, coronary artery disease, and Duchenne muscular dystrophy cardiomyopathy. We recently showed that transgenic mice with the human BDNF rs6265 polymorphism (Val66Met) exhibit altered cardiac function, and that cardiomyocytes isolated from these mice are also less contractile. To identify the underlying mechanisms involved, we compared cardiac function by echocardiography and performed deep sequencing of RNA extracted from whole hearts of all three genotypes (Val/Val, Val/Met, and Met/Met) of both male and female Val66Met mice. We found female-specific cardiac alterations in both heterozygous and homozygous carriers, including increased systolic (26.8%, *p* = 0.047) and diastolic diameters (14.9%, *p* = 0.022), increased systolic (57.9%, *p* = 0.039) and diastolic volumes (32.7%, *p* = 0.026), and increased stroke volume (25.9%, *p* = 0.033), with preserved ejection fraction and fractional shortening. Both males and females exhibited lower heart rates, but this change was more pronounced in female mice than in males. Consistent with phenotypic observations, the gene encoding SERCA2 (*Atp2a2*) was reduced in homozygous Met/Met mice but more profoundly in females compared to males. Enriched functions in females with the Met allele included cardiac hypertrophy in response to stress, with down-regulation of the gene encoding titin (*Tcap*) and upregulation of BNP (*Nppb*), in line with altered cardiac functional parameters. Homozygous male mice on the other hand exhibited an inflammatory profile characterized by interferon-γ (IFN-γ)-mediated Th1 immune responses. These results provide evidence for sex-based differences in how the BDNF polymorphism modifies cardiac physiology, including female-specific alterations of cardiac-specific transcripts and male-specific activation of inflammatory targets.

## 1. Introduction

Brain-derived neurotrophic factor (BDNF) is the most abundant member of the nerve growth factor (NGF) family and critical for neuronal growth and function. As with other NGF members, BDNF is produced as a pro-protein that can be cleaved before or after secretion by proconvertases [1,2], furin [3] plasmin [4], or matrix metalloproteinases [5], releasing roughly similarly sized mature BDNF (mBDNF) and prodomain regions [6,7]. BDNF can evoke either active or passive signaling, which is complex, as well as context- and cell type-dependent. ProBDNF binds with low affinity to a common NGF receptor (p75^NTR^) [8,9], which dimerizes with sortilin and generally leads to apoptosis [10], a process important for neuronal pruning, especially during development [7,11,12,13]. Upon cleavage, mBDNF binds its specific tyrosine kinase receptor (TrkB) with high affinity, which homodimerizes and is phosphorylated, leading to the induction of three canonical signaling pathways (PI3K/ERK/PLCy) with generally “positive” outcomes for neuronal and other cell types [14,15,16]. The prodomain serves as a chaperone for mBDNF to facilitate trafficking and secretion [17] but may also serve as an active ligand for the sortilin-related Vps10p-domain sorting receptor 2 (SorCS2) [18]. Isolated murine cardiomyocytes were recently shown to produce and respond to BDNF via a truncated TrkB isoform [19,20], which unlike the full-length isoform lacks the kinase domain and was thus originally thought to function only as a negative “sink” for mBDNF signaling [21,22]. However, cardiomyocyte-specific deletion of the truncated isoform of TrkB impairs calcium signaling, cardiac contraction, and regulation of Ca(^2+^)/calmodulin-dependent protein kinase II (CAMKII) activity [20]. The mechanisms involved are poorly understood, but increasingly there is evidence to support a critical role for BDNF in the cardiovascular system and associated diseases [23].

BDNF and its receptor are essential for heart development, microvasculature development, and atrial septation [24]. BDNF also regulates heart rate via brainstem cholinergic parasympathetic neurons [25] and is a critical neurotrophin for cardiac efferent nerves, as demonstrated by altered cardiac remodeling in response to systemic genetic disruption of BDNF or TrkB in a mouse myocardial injury model [26]. Nonetheless, the mechanisms involved in BDNF-mediated regulation of cardiovascular functions are poorly understood. In humans, circulating BDNF has been correlated with a variety of pathological conditions, including some cardiovascular disorders [27,28,29,30,31]. These findings are complicated by the fact that the primary source of circulating BDNF is platelets [32]. Altered BDNF levels in serum relating to cardiac distress are thus possibly attributable to an indirect and generalized systemic response and not organ dysfunction per se.

In ~30–70% of the general population, depending on region, BDNF harbors a nonsynonymous nucleotide polymorphism (rs6265) in which a guanine is altered to an adenine, consequently resulting in an amino acid change from a valine to a methionine at codon 66 in the prodomain of the BDNF protein [33]. This change alters BDNF trafficking and secretion, lowering the effective bioavailability of mBDNF at the synaptic cleft, neuromuscular junction, and similar paracrine signaling regions [33,34]. This Val66→Met polymorphism may also alter proBDNF signaling and confer unique prodomain-mediated signaling [17,35], although the mechanisms involved are not well-characterized. Few studies have examined the effects of the rs6265 BDNF polymorphism on the heart [36,37], but we previously found that cardiomyocytes isolated from transgenic Val66Met mice exhibit reduced contractility [38]. These mice were bred in heterozygous pairs for these prior studies, which focused on recessive, X-linked Duchenne muscular dystrophy (DMD) and thus were limited to male mice. We nonetheless evaluated females as a matter of experimental course, because the scientific community recognizes the historical exclusion of female mice to be detrimental to equality of biomedical advancements for women [39]. We hypothesized that the BDNF rs6265 polymorphism exerts subtle molecular signaling modifications that exacerbate overt cardiac comorbidities independent of sex. However, based on anecdotal observations, we serendipitously noted differences in males and females sufficient to warrant further investigation. In this study, we sought to determine the global gene expression patterns that might account for differential cardiac function, as well as to compare male and female Val66Met mice directly. Here we present evidence that the rs6265 Val66Met mutation alters the baseline cardiac transcriptome and is sexually dimorphic in the context of normal physiological conditions.

## 2. Results

### 2.1. Left Ventricular Function in BDNF Val66Met Mice

As has been previously demonstrated, both male and female Met/Met mice weigh considerably more than littermate controls [40], and accompanying heart weights are accordingly larger (Figure 1A). Wild-type (Val/Val) female mice had significantly smaller left ventricular end systolic and diastolic internal dimensions and volumes than their male counterparts (Table 1), consistent with their smaller size (Figure 1A) and what has been previously reported [41]. Although not statistically significant (*p* = 0.122), female Val/Val stroke volume (25 μL ± 8 μL) was also smaller than that of male Val/Val mice (31 μL ± 6 μL), whereas heart rates of male and female mice were essentially the same (681 and 689 bpm, respectively). These same echocardiographic parameters, however, were increased in female littermates with one or both Met alleles, resulting in left ventricular functional measures essentially on par with their male counterparts (Table 1). In contrast to male mice, for example, female mice with one or both Met alleles had significantly larger left ventricular end diastolic internal dimension (+10.7%, from 2.75 ± 0.40 mm to 3.08 ± 0.29 mm, *p* = 0.037, Figure 1B), end systolic (+41%, from 4.5 ± 0.23 to 7.7 ± 1.9 μL, *p* = 0.049, Figure 1E) and diastolic (+23.8%, from 29.9 ± 9.8 to 38.4 ± 7.5 μL, *p* = 0.037, Figure 1F) volumes, and stroke volume (+19.5%, from 24.7 ± 7.8 to 30.7 ± 6.0 μL, *p* = 0.044, Figure 1G). Although not statistically significant, left ventricular end systolic dimension was also larger for Met/Met mice compared to Val/Val littermate controls (+17.7%, from 1.30 ± 0.28 to 1.57 ± 0.23 μL, *p* = 0.69). Heart rate was a notable exception to sex-dependent differences between Met carriers and wild-type mice, as it was reduced for both males and females (Table 1). Ejection fraction and fractional shortening were similar among all three genotypes of both males and females (Table 1 and Figure 1).

### 2.2. Global Cardiac Gene Expression in BDNF Val66Met Mice

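The RNA-Seq data cover the whole hearts of 31 mice killed at 8 weeks of age. They came from 5 male Val/Val, 6 male Val/Met, 4 male Met/Met, 6 female Val/Val, 4 female Val/Met and 6 female Met/Met mice. Met is the knock-in allele of the Bdnf gene, and Val/Val littermates were the controls. The authors deposited 1 table of normalized gene counts for all hearts. Per the paper's methods, reads were aligned to mm10 with STAR, quantified per gene with Partek's expectation maximization model and normalized to the total read count of each sample. The deposited values are no longer whole reads, since 0.719% of them are whole numbers. The values of 1 heart summed to between 28268518 and 29512011, apart from 2 hearts in which a single gene had an extreme value. The median sum was 28915695 in male Val/Val, 28927947 in male Val/Met, 29341428 in male Met/Met, 28324613 in female Val/Val, 29392049 in female Val/Met and 29349741 in female Met/Met hearts. The paper gives a depth of about 32 M reads per sample, and the values used here are on the scale of these sums. The number of reads behind each value is not known, so no counting error is given. The values were divided by 29.066, which scales a heart with the median sum (29066050) to a total of 1 M. With an offset of 0.0001 they were then taken to log2. The 13732 genes with a mean of at least 1 per M were tested with limma, in 1 fit with a mean for each of the 6 groups. As in the paper's methods, a gene was counted as differentially expressed at a p under 0.05 and a fold change of at least 1.5. A stricter count required a Benjamini-Hochberg adjusted p under 0.05 with the same fold change. Normalized counts are given in the deposited unit as mean ± SD, with n as the number of hearts. Log2 fold changes are differences between the mean log2 values of 2 groups, and their standard errors and adjusted p-values come from limma, 2-sided. Gene positions are those of GENCODE M21 on GRCm38, matched by gene symbol.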

To identify possible mechanisms that could account for altered cardiac functions in mice with the human BDNF rs6265 polymorphism, we performed RNA-Seq analysis of whole hearts from all three possible genotypes of both male and female Val66Met mice. All mice were age-matched (8 weeks old) and litter-matched in batches. 

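The sample labels place the hearts in 3 sequencing batches. The first held 2 male Val/Val, 3 male Val/Met, 3 male Met/Met, 2 female Val/Val, 2 female Val/Met and 3 female Met/Met hearts. The second held 1 heart of each male genotype and no female heart. The third held 2 male Val/Val, 2 male Val/Met, 4 female Val/Val, 2 female Val/Met and 3 female Met/Met hearts, and no male Met/Met heart. In the deposited values, the batches of a group had the same mean log2 value for every gene. The largest difference between them was 1.22e-05, against a median SD of 0.166 over the 31 hearts. Differences between batches had thus been removed within each group. The 3 hearts that were alone in their group and batch were male Val/Val replicate 3, male Val/Met replicate 4 and male Met/Met replicate 4. Their log2 values differed from their group means by at most 8.93e-06, so they add no spread of their own. A fit with 1 mean per group leaves 25 residual degrees of freedom, and a fit with 1 mean per group and batch leaves 17. The latter gives each batch of a group the same weight, whatever its number of hearts. Values of 13732 genes were simulated, of which 200 were changed in male Met/Met hearts only. Female Met/Met against Val/Val hearts, where no gene was changed, were then tested. In the fit with 1 mean per group, 4.95% of the genes had a p under 0.05 in this female comparison. After the batch means were removed within groups this share rose to 11.3%, and with 1 mean per group and batch it was 4.41%. Since every batch of a group has the group's mean, the values of 1 batch alone give the same fold changes as all hearts and cannot show whether a difference held within batches. What a difference between batches would add to a difference between groups cannot be told apart from the genotype or sex in these values.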

Strikingly, there was very little overlap in differentially expressed genes in Val/Met and Met/Met mice when compared to normal controls, irrespective of sex (Figure 2). 

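In males, 50 genes were differentially expressed in Val/Met hearts only, 237 in Met/Met hearts only and 3 in both, each against Val/Val hearts. In females, these numbers were 83, 100 and 30. Of the shared genes, 2 of the 3 in males and all 30 in females changed in the same direction in both genotypes. Both comparisons within a sex use the same Val/Val hearts, so shared genes also arise when no gene changes. In 100 simulated sets of unchanged hearts with the batch means removed within groups, the median number of shared genes was 9 in either sex. It ranged from 0 to 396 in males and from 0 to 234 in females. At least as many shared genes as observed were found in 81 of the 100 sets for males and in 20 for females. The overlap depended on the minimum mean. Without a minimum, 9 genes were shared in males and 33 in females, and with only the 8604 genes that have a mean of at least 10 per M, 0 and 4 were. It also depended on single hearts. In males, 9 genes were shared without Met/Met replicate 1 and 0 without Met/Met replicate 4. The latter heart lies at its group mean, so leaving it out moves no fold change. Only the estimated spread and the number of hearts change. In females, 55 were shared without Val/Val replicate 5 and 19 without Val/Val replicate 4.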

In males, there were 59 and 254 differentially expressed genes, only 8 of which were commonly altered (Figure 2A). These included unclassified non-coding RNA genes, pseudogenes and only one characterized transcript (complement factor D), which was significantly down-regulated in both Val/Met (*p* = 1.4 × 10^−4^, 4.7-fold) and Met/Met FDR (*p* = 5.6 × 10^−7^, 5-fold) mice compared to Val/Val littermate controls. Similarly, genes with differential expression in female Val/Met and Met/Met mice, compared to littermate (Val/Val), were mostly non-overlapping (Figure 2B). Most of these genes were also uncharacterized with notable exceptions including up-regulation of calcium binding protein 1 (*Cabp1*, 3.1 × 10^−9^–2.2 × 10^−5^, 1.5–1.8-fold) and down-regulation of adenosine A2b receptor (*Adora2b*, 5.1 × 10^−5^–2.3 × 10^−3^, 1.5–1.8-fold).

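Against Val/Val hearts, 53 genes were differentially expressed in male Val/Met hearts, 23 higher and 30 lower. In male Met/Met hearts there were 240, of which 142 were higher and 98 lower. At an adjusted p under 0.05 with the same fold change, these counts were 0 and 75. At an unadjusted p under 0.05 and any fold change, 1149 genes (8.37% of those tested) passed in Val/Met and 2430 (17.7%) in Met/Met hearts. In the 100 simulated sets without any change, 54 gave at least 53 genes in the Val/Met comparison and 17 gave at least 240 in the Met/Met comparison. With 1 mean per group and batch in the fit, an alternative chosen after the equal batch means were seen, the counts were 31 and 149, with 1 gene left in Met/Met hearts at an adjusted p under 0.05. The count for Val/Met hearts was 99 without Val/Val replicate 2 and 34 without Val/Val replicate 4. For Met/Met hearts it was 467 without Val/Val replicate 1, of which 161 had an adjusted p under 0.05, and without Met/Met replicate 4 there were 33 such genes. Since replicate 4 lies at its group mean, its absence alters only the estimated spread and the number of hearts, and no fold change. Among differentially expressed genes whose hearts did not overlap between the groups, the largest rise in Val/Met hearts was in Rsc1a1 (chromosome 4, 141683851 to 141685599), from 75.6 ± 10.2 (SD, n = 5) to 136 ± 16.9 normalized counts (SD, n = 6). Its log2 fold change was 0.85 (standard error 0.223, adjusted p = 0.363). Adcy8 (chromosome 15, 64697084 to 64922296) fell from 74.8 ± 9.91 to 45.3 ± 7.44 normalized counts, a log2 fold change of -0.73 (standard error 0.258, adjusted p = 0.466). In Met/Met hearts, Yy2 (chromosome X, 157566119 to 157568985) had the largest fall, from 48.3 ± 29.4 (SD, n = 5) to 4.65 ± 1.19 normalized counts (SD, n = 4). Its log2 fold change was -3.20 (standard error 0.346, adjusted p = 5.37e-06). The largest rise, of 2.64 in Gm4841, had an adjusted p of 0.0851, with 87.0 ± 105 normalized counts in Met/Met hearts. Gm7331 (chromosome X, 162566857 to 162567243) rose from 30.0 ± 13.0 to 129 ± 41.2 normalized counts, a log2 fold change of 2.15 (standard error 0.363, adjusted p = 0.00121).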

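The 3 genes shared by the male comparisons were 1 protein-coding gene, Gm49342, and 2 transcripts of other classes, Gm20427 and Gm43751. Gm20427 (chromosome 17, 34026034 to 34031580) fell in both genotypes, with log2 fold changes of -0.94 and -0.67. Gm49342 (chromosome 14, 50944517 to 50963136) rose in both, by 1.78 and 1.69, and Gm43751 (chromosome 3, 127048976 to 127052046) rose in Val/Met and fell in Met/Met hearts, by 0.59 and -0.66. No adjusted p of these 3 genes was under 0.225 in either comparison. With 1 heart left out at a time, some changes lost a p under 0.05. In Met/Met hearts this happened in 3 of 9 fits for Gm20427, in 4 for Gm43751 and in 6 for Gm49342. In Val/Met hearts it happened in 0 of 11 fits for Gm20427, in 5 for Gm43751 and in 1 for Gm49342. Without Met/Met replicate 2, the change in Met/Met hearts was -0.50 for Gm20427 and -0.34 for Gm43751, and without Val/Val replicate 5 it was 1.07 for Gm49342, all short of the criteria. Without Val/Val replicate 5, the change of Gm49342 in Val/Met hearts was 1.15, also short of them, and without Val/Val replicate 4 the rise of Gm43751 in Val/Met hearts was 0.47. Of all differentially expressed genes, 24 of 53 (45.3%) in Val/Met and 127 of 240 (52.9%) in Met/Met hearts are annotated as protein-coding, against 11839 (86.2%) of the 13732 genes tested.
Complement factor D (Cfd, chromosome 10, 79890853 to 79892655) has a mean under 1 per M and was therefore tested only in the fit without a minimum. It had 39.3 ± 16.1 normalized counts in male Val/Val (SD, n = 5), 8.30 ± 2.95 in male Val/Met (SD, n = 6) and 7.82 ± 12.2 in male Met/Met hearts (SD, n = 4). Its log2 fold change was -2.22 in Val/Met (standard error 0.505, adjusted p = 0.276) and -3.57 in Met/Met hearts (standard error 0.559, adjusted p = 0.000661). As a ratio of group means, it was 4.73-fold and 5.02-fold lower. Of the Met/Met hearts, replicate 2 had 26.05 normalized counts and the others between 0.969 and 3.10. Without replicate 2, the log2 fold change in Met/Met hearts was -4.59. In the fit without a minimum, 9 genes were shared by the male comparisons.

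**Figure D1:**
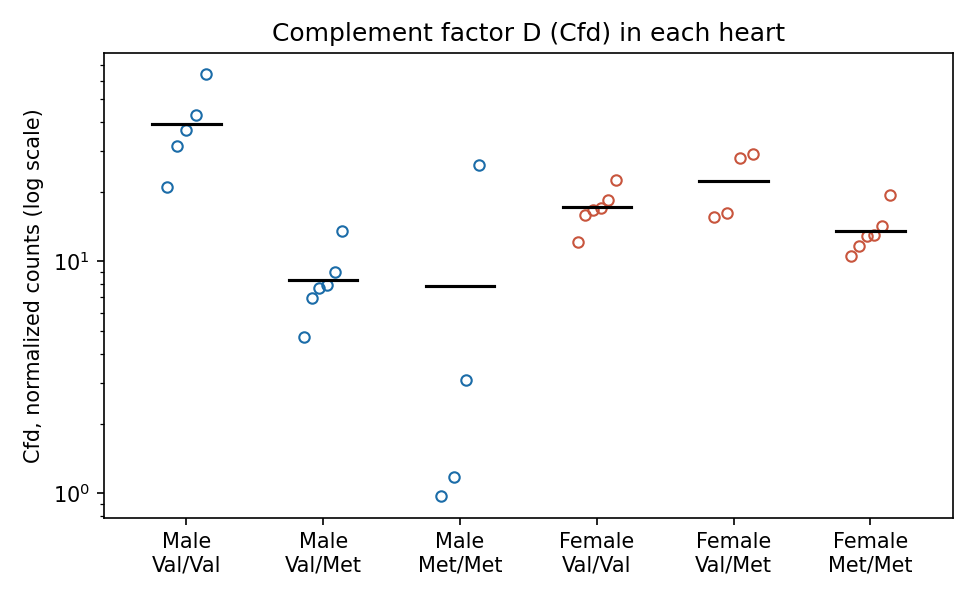
Normalized counts of Cfd in each heart (log axis), by sex and genotype; points are hearts and bars are group means. All 6 male Val/Met hearts, between 4.74 and 13.6, lie below the 5 male Val/Val hearts, between 21.0 and 64.2, and 1 male Met/Met heart lies at 26.05.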

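In female Val/Met hearts, 113 genes were differentially expressed against Val/Val, 77 higher and 36 lower, and in female Met/Met hearts 130, 69 higher and 61 lower. At an adjusted p under 0.05 with the same fold change, 11 and 58 genes remained. Without a minimum fold change, 1925 genes (14.0%) had an unadjusted p under 0.05 in Val/Met and 2559 (18.6%) in Met/Met hearts. Simulated sets of unchanged hearts gave at least as many differentially expressed genes in 31 of 100 sets for Val/Met and in 26 of 100 for Met/Met. With 1 mean per group and batch, 78 and 100 genes were differentially expressed, of which 0 and 15 had an adjusted p under 0.05. Without Val/Met replicate 2, the count in Val/Met hearts was 184. Without Met/Met replicate 2, the count in Met/Met hearts was 239, and 91 of those genes had an adjusted p under 0.05. Without Val/Val replicate 4, 2 genes had an adjusted p under 0.05 in Val/Met hearts. In Val/Met hearts, the largest rise among genes without overlap between the hearts was in Cyp26b1, from 343 ± 138 (SD, n = 6) to 994 ± 508 normalized counts (SD, n = 4). Its log2 fold change of 1.49 (standard error 0.580, adjusted p = 0.242) was 1.22 without Val/Met replicate 2, and no longer passed. Among such genes, the largest falls in both genotypes were in the ribosomal RNA gene CT010467.1 (chromosome 17, 39846353 to 39848827) and in Lars2 (chromosome 9, 123366927 to 123462666), whose values rose and fell together from heart to heart. CT010467.1 fell from 89879 ± 38820 in Val/Val to 6179 ± 6952 normalized counts in Met/Met hearts (SD, n = 6 each), with log2 fold changes of -3.43 in Val/Met (adjusted p = 0.0526) and -4.55 in Met/Met hearts (adjusted p = 0.000352). Lars2 fell from 16381 ± 6026 to 1538 ± 1596 normalized counts, with log2 fold changes of -2.83 in Val/Met (adjusted p = 0.0274) and -3.83 in Met/Met hearts (adjusted p = 4.98e-05). Both were also higher in female than in male Val/Val hearts, in which CT010467.1 had 13830 ± 5202 and Lars2 3447 ± 758 normalized counts (SD, n = 5).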

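Among the 30 genes shared by the female comparisons, 5 are annotated as protein-coding, 6 as pseudogenes and 18 as other noncoding transcripts, and 1 symbol had no match in the annotation. Protein-coding genes were 57 of the 113 differentially expressed genes in Val/Met hearts (50.4%) and 71 of the 130 in Met/Met hearts (54.6%). Cabp1 (chromosome 5, 115168689 to 115194381) rose from 62.6 ± 8.28 normalized counts in female Val/Val (SD, n = 6) to 94.0 ± 10.9 in Val/Met (SD, n = 4) and 114 ± 6.51 in Met/Met hearts (SD, n = 6). The log2 fold changes were 0.59 (standard error 0.117, adjusted p = 0.0274) and 0.87 (standard error 0.104, adjusted p = 8.6e-06), and every Val/Met and Met/Met heart was above every Val/Val heart. Without Val/Met replicate 1, the log2 fold change in Val/Met hearts was 0.53, which is under 1.5-fold. Adora2b (chromosome 11, 62248984 to 62266453) had 66.1 ± 26.4 normalized counts in Val/Val, 26.2 ± 3.87 in Val/Met and 36.4 ± 6.82 in Met/Met hearts. On the log2 scale it fell by 1.25 in Val/Met (standard error 0.264, adjusted p = 0.0274) and changed by -0.78 in Met/Met hearts (standard error 0.236, adjusted p = 0.0591). The Val/Val hearts ranged from 33.5 to 105 normalized counts, so those of Met/Met hearts, from 27.1 to 44.9, overlapped them.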

Initial observations of global profiles showed that male and female samples were distinguishable, based on principal components analysis (PCA, Figure 2C). However, whereas heart samples of male Val/Met (Figure 2C, teal circles) and Met/Met mice (Figure 2C, green circles) were distinguishable as sub-clusters within the larger cluster including Val/Val (Figure 2C, purple circles), female Met/Met (Figure 2C, blue circles) samples clustered apart from Val/Val and Val/Met littermate-matched samples (Figure 2C, red and yellow circles, respectively). 

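Principal components of the log2 values of the 13732 genes, centred and not scaled, explained 29.8% (PC1) and 13.9% (PC2) of the variance. On these components, the centroids of the 16 female and 15 male hearts were 22.1 apart (permutation test with 100000 resamples, p = 4e-04). Genes with an extreme value in 1 heart, such as Gm4613, were kept, and no alternative left them out. Male Val/Val replicate 4, which holds the highest Gm4613 value, lay at 13.3 on PC2. The other male Val/Val hearts lay between -16.5 and -9.51. Whether such genes moved that heart was not tested. Within a genotype, the distance between the sexes was 20.1 in Val/Val (exact permutation test, p = 0.139), 26.6 in Val/Met (exact permutation test, p = 0.00476) and 33.7 in Met/Met hearts (exact permutation test, p = 0.019). Of the alternatives tried, testing only genes with a mean of at least 10 per M moved the distance between the sexes most, to 9.08, where it was no longer larger than splits of the hearts give at p under 0.05. PC1 and PC2 then explained 33.7% and 21.7% of the variance. Gm4613 also passed this minimum through its extreme values, and so weighed more among the fewer genes left. Whether the shorter distance came from the genes dropped or from that weight was not tested.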

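Between genotypes of 1 sex, the distances on PC1 and PC2 were smaller than between the sexes as a whole, except between male Met/Met and male Val/Met hearts. Those centroids were 31.3 apart (exact permutation test, p = 0.00476). Male Met/Met hearts were 18.4 from male Val/Val hearts (exact permutation test, p = 0.238), and male Val/Met hearts were 13.6 from them (exact permutation test, p = 0.286). Female Met/Met hearts were 11.5 from female Val/Val (exact permutation test, p = 0.271) and 5.86 from female Val/Met hearts (exact permutation test, p = 0.705). The distance between female Val/Met and Val/Val hearts was 10.6 (exact permutation test, p = 0.433). The batches of each group have equal means in the deposited values, so the positions of the hearts within a group show only the spread inside the batches.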

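Between female and male Val/Val hearts, 159 genes were higher and 118 lower in females, 277 in all. With an adjusted p under 0.05 and the same fold change there were 199. At an unadjusted p under 0.05 and any fold change, 3210 genes (23.4%) differed. In 10 of the 100 simulated sets of unchanged hearts, at least 277 genes were called. The count was most changed by testing only genes with a mean of at least 10 per M, which gave 78, and with an offset of 1 before the log it was 156. The sexes were first checked on genes of the X chromosome. Kdm6a (18162575 to 18279936 on chromosome X) had 1747 ± 165 normalized counts in female (SD, n = 6) and 881 ± 100 in male Val/Val hearts (SD, n = 5), a log2 fold change of 0.99 (standard error 0.0835, adjusted p = 2.54e-09). Kdm5c and Eif2s3x, also on the X chromosome, were higher in females by 0.71 and 0.81. Xist and the Y-chromosome genes were not analysed here. Among genes whose hearts did not overlap, the largest fall in females was in C7, a complement component (chromosome 15, 4988762 to 5063740), with 67.7 ± 9.72 normalized counts in female and 263 ± 77.9 in male hearts. Its log2 fold change was -1.92 (standard error 0.156, adjusted p = 1.2e-09). Cpxm2 (chromosome 7, 132032687 to 132154739) was lower in females by -1.53 on the log2 scale (adjusted p = 0.00159).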

Consistent with known differences in cardiac expression between males and females, there were 296 genes differentially expressed between wild-type (Val/Val) male and female mice Figure 1D,E). 

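Between female and male Val/Met hearts, 351 genes were differentially expressed, 212 higher and 139 lower in females. Between female and male Met/Met hearts there were 791, 476 higher and 315 lower. Adjusted for multiple testing, 251 and 600 genes remained past both criteria. An unadjusted p under 0.05, with any fold change, was found for 3169 genes (23.1%) in Val/Met and 5850 (42.6%) in Met/Met hearts. Of the 100 simulated sets of unchanged hearts, 9 and 1 gave as many genes. From Val/Val to Met/Met hearts the count grew by 514 genes. When the Val/Val and Met/Met labels were permuted 100 times within each sex, the real labels included, 6 permutations gave a growth as large, and the other permutations had a median of 43. With 1 mean per group and batch the counts were 247 in Val/Val, 314 in Val/Met and 567 in Met/Met hearts, a growth of 320. Of these genes, 75, 59 and 98 also had an adjusted p under 0.05. With only genes of a mean of at least 10 per M the growth was 137. Without male Met/Met replicate 1 the growth was 836 genes, and without male Met/Met replicate 3 it was 352. The number of genes with an adjusted p under 0.05 in Met/Met hearts was 1013 without female Met/Met replicate 2 and 388 without male Met/Met replicate 3. In Met/Met hearts, Hs6st2 (chromosome X, 51387212 to 51681856) had 57.6 ± 14.4 normalized counts in females (SD, n = 6) and 16.1 ± 5.76 in males (SD, n = 4), a log2 fold change of 1.87 (adjusted p = 3.84e-06). Yy2, low in male Met/Met hearts, was higher in females by 3.42 (adjusted p = 8.47e-08). In Val/Met hearts, the log2 fold change of Cdh4 (chromosome 2, 179442431 to 179899373) was -2.07 (adjusted p = 3.87e-06), with 22.1 ± 6.14 normalized counts in females (SD, n = 4) and 91.0 ± 13.8 in males (SD, n = 6). C7 had log2 fold changes of -1.90 in Val/Met and -2.06 in Met/Met hearts.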

The addition of the rs6265 allele remarkably increased these differences to 370 genes for female versus male Val/Met heterozygous mice (Figure 1F) and 890 genes for homozygous mutants (Figure 1G). 

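In at least 1 genotype, 1121 genes differed between female and male hearts. Of these, 87 differed in Val/Val hearts only, 145 in Val/Met hearts only and 656 in Met/Met hearts only. Another 98 were shared by Val/Val and Val/Met hearts, 27 by Val/Val and Met/Met hearts and 43 by Val/Met and Met/Met hearts, and 65 were shared by all 3 genotypes. Kdm6a, for example, differed in all 3, with log2 fold changes of 0.95 in Val/Met and 0.98 in Met/Met hearts. A gene that passes in 1 genotype and not in another is not thereby shown to differ between them. The test of that difference, the interaction of sex and genotype, had an adjusted p under 0.05 for 748 genes with the Met/Met genotype and for 2 with Val/Met.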

As with intra-sex comparisons, most genes were unique for each of the groups considered (i.e., 90 unique to normal mice, 153 unique to Val/Met mice, and 670 differentially expressed only in Met/Met mice, Figure 1E).

### 2.3. Functional Analysis of Homozygous Mutants

Differential genes in whole hearts of homozygous (Met/Met) male mice were overwhelmingly related to immune responses and inflammation (Figure 3). 

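The gene sets of the commercial pathway software were not used here. In their place, 10 gene lists were written from general knowledge, for the pathways and regulators that the paper names, and tested with limma's camera at its preset correlation between genes of 0.01. Adjusted p-values of lists are Benjamini-Hochberg over the 10 lists and 4 genotype comparisons. In male Met/Met against Val/Val hearts, 6 lists were higher with an adjusted p under 0.05, those of the interferon gamma response, the interferon alpha response, antigen presentation, ribosomal proteins, dendritic cell maturation and leukocyte genes. With limma's fry, 4 of the 6 had an adjusted p under 0.05, and the interferon alpha response (adjusted p = 0.1) and the leukocyte genes (adjusted p = 0.0863) had not. With camera's correlation estimated from the data, none of the 10 lists had an adjusted p under 0.28 in any comparison. Of the other 4 lists, glucocorticoid targets were lower (median log2 fold change -0.11, adjusted p = 0.0485, and 0.706 with fry). For circadian rhythm (0.07, adjusted p = 0.509), eNOS signaling (0.03, adjusted p = 0.691) and HIF1A targets (0.05, adjusted p = 0.294) the members went both ways, and 2, 1 and 2 of them had an adjusted p under 0.05 over all genes tested, or 3, 2 and 4 when adjusted over the list alone. The leukocyte genes had a median log2 fold change of 0.42 (adjusted p = 5.9e-09), with 30 of the 31 genes tested higher. Of these, 1 had an adjusted p under 0.05 over all genes tested and 10 did when adjusted over the list alone. Ctss (chromosome 3, 95526786 to 95556403) rose from 230 ± 34.1 (SD, n = 5) to 368 ± 65.2 normalized counts (SD, n = 4), a log2 fold change of 0.67 (standard error 0.178, adjusted p = 0.0344). Lcp1 rose by 0.60 (adjusted p = 0.0562) and Arhgdib by 0.34 (adjusted p = 0.0688).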

Enriched pathways included antigen presentation, EIF2 signaling, dendritic cell maturation, and integrin signaling. 

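The antigen presentation list, with 26 of its 28 genes tested, had a median log2 fold change of 0.77 (camera adjusted p = 2.51e-16), and 23 genes were higher in male Met/Met hearts. Of these genes, 16 had an adjusted p under 0.05 over all genes tested and 23 did when adjusted over the list alone. These calls come from the fit with 1 mean per group. With 1 mean per group and batch, 1 gene of all tested had an adjusted p under 0.05 and 1.5-fold in this comparison. H2-Q6 (chromosome 17, 35424850 to 35430055) rose from 159 ± 36.8 normalized counts in Val/Val (SD, n = 5) to 511 ± 159 in Met/Met hearts (SD, n = 4), a log2 fold change of 1.66 (standard error 0.257, adjusted p = 0.00065). H2-Q4 (chromosome 17, 35379617 to 35385290) rose from 478 ± 52.8 to 847 ± 87.2 normalized counts, by 0.83 on the log2 scale. For EIF2 signaling, 76 genes of ribosomal proteins were tested. Their median log2 fold change was 0.21 (camera adjusted p = 6.48e-27), and 69 were higher. Over all genes tested 32 had an adjusted p under 0.05, and 54 did when adjusted over the list alone. Rps28 (chromosome 17, 33819027 to 33824562) rose from 260 ± 28.5 to 414 ± 23.3 normalized counts, a log2 fold change of 0.67 (standard error 0.107, adjusted p = 0.000809), and Rpl35 rose by 0.48. The dendritic cell maturation list had a median log2 fold change of 0.40 (camera adjusted p = 5.3e-07) with 20 of 22 genes higher, of which 4 had an adjusted p under 0.05 over all genes tested and 11 when adjusted over the list alone. Icam1 (chromosome 9, 21015985 to 21028817) rose from 342 ± 72.5 to 483 ± 50.0 normalized counts, by 0.52 (adjusted p = 0.0219). Integrin signaling was not analysed here.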

The top disease category was diabetes mellitus, which was predicted to be activated. All remaining diseases and biofunctions were immune related, including proliferation of lymphocytes, inflammatory response, leukocyte activation and migration, and chemotaxis. Consistent with inflammatory activation, the category “infection of mammalia” was predicted to be inhibited based on gene expression changes in whole hearts of males with the Met allele, as compared to littermate Val/Val control mice. 

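Genes induced by interferon gamma were higher in male Met/Met than in male Val/Val hearts. The list had 38 genes, of which 34 were tested, and its median log2 fold change was 0.63 (camera adjusted p = 1.84e-19), with 32 genes higher. An adjusted p under 0.05 was reached by 17 of them over all genes tested and by 28 when adjusted over the list alone. These calls, and those of the genes below, come from the fit with 1 mean per group. With 1 mean per group and batch, 1 gene of all tested had an adjusted p under 0.05 and 1.5-fold in this comparison. At most 1 of Cxcl9, B2m and H2-K1 therefore kept its call. Leaving out 1 heart at a time, the median stayed between 0.57 and 0.70. The strongest members were Cxcl9 (chromosome 5, 92321347 to 92328079), B2m (chromosome 2, 122147686 to 122153083) and H2-K1 (chromosome 17, 33996017 to 34000347). Cxcl9 rose from 59.4 ± 5.52 (SD, n = 5) to 122 ± 18.6 normalized counts (SD, n = 4), a log2 fold change of 1.03 (standard error 0.160, adjusted p = 0.00065). B2m rose from 2393 ± 410 to 4600 ± 483 normalized counts, by 0.95 (standard error 0.158, adjusted p = 0.00106), and H2-K1 from 2178 ± 215 to 3920 ± 500, by 0.84 (standard error 0.161, adjusted p = 0.00445). Genes induced by interferon alpha had a median log2 fold change of 0.21 (camera adjusted p = 1.62e-05), with 25 of 28 higher and 2 with an adjusted p under 0.05, both over all genes tested and adjusted over the list alone. Among them, Isg15 rose from 46.0 ± 11.9 to 79.1 ± 9.31 normalized counts, by 0.82 (standard error 0.210, adjusted p = 0.0297). Ifng and Il1b were not analysed here.

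**Figure D2:**
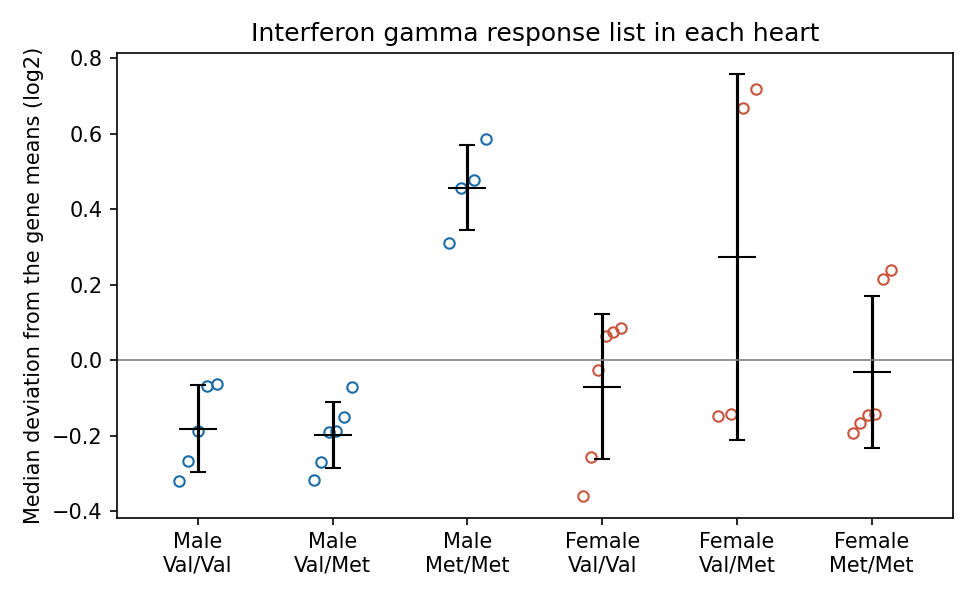
Score of the interferon gamma response list in each heart (log2), by sex and genotype; a score is the median over the list of each gene's deviation from its mean over all hearts, points are hearts, and bars are group means ± SD. The 4 male Met/Met hearts lie between 0.31 and 0.59, above all 5 male Val/Val hearts, and the 4 female Val/Met hearts lie at 0.72, 0.67, -0.14 and -0.15. Batch means were removed within groups, so the hearts of each batch are centred on their group mean.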

Upstream regulators that were predicted as activated in male Met/Met mice compared to controls were interferons (IFN-γ, IFN-α and its receptors), interleukin-1β (IL-1β), and signal transducer and activator of transcription 1 (STAT1). Conversely, immunity related GTPase M (Irgm1) and IL-10 receptor α (IL10RA) were inhibited in male Met/Met hearts versus hearts of wild-type mice.

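Transcripts of both genes were measured. Irgm1 (chromosome 11, 48861968 to 48871683) had 522 ± 21.7 normalized counts in male Val/Val (SD, n = 5) and 726 ± 33.8 in male Met/Met hearts (SD, n = 4). The log2 fold change was 0.47 (standard error 0.144, adjusted p = 0.0688), and every Met/Met heart was above every Val/Val heart. Il10ra (chromosome 9, 45253837 to 45269149) had 136 ± 36.5 and 164 ± 41.6 normalized counts, a log2 fold change of 0.28 (standard error 0.203, adjusted p = 0.491). The change in Il10ra was within the spread between hearts.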

In contrast to the immune related functional classification of genes differentially expressed in male Met/Met hearts versus those of Val/Val mice, no obvious functional pattern was detected in whole hearts of female mice with the Met allele. 

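In female Met/Met against Val/Val hearts, 5 of the 6 lists that were higher in male Met/Met hearts had a median log2 fold change near 0, the leukocyte genes among them. It was -0.02 for antigen presentation (camera adjusted p = 0.721, 11 of 26 genes higher), -0.00192 for ribosomal proteins (camera adjusted p = 0.572, 37 of 76 higher), -0.02 for dendritic cell maturation (camera adjusted p = 0.509, 10 of 22 higher) and 0.06 for the interferon gamma response (camera adjusted p = 0.121, 22 of 34 higher). The interferon gamma response depended on single hearts. In 5 of 12 fits that each left out 1 heart its camera adjusted p was under 0.05, with medians of 0.10 without female Val/Val replicate 2, 0.09 without replicate 4, 0.08 without replicate 3, and 0.10 without female Met/Met replicate 1 and 0.07 without replicate 5. In 3 others the median was under 0, at -0.02 without female Met/Met replicate 2 or 4 and -0.00261 without female Val/Val replicate 6. No gene of the antigen presentation, dendritic cell maturation and interferon gamma lists had an adjusted p under 0.05 over all genes tested, while 3, 2 and 3 had an unadjusted p under 0.05. Among the ribosomal proteins, 2 did over all genes tested and 0 when adjusted over the list alone, with 4 at an unadjusted p under 0.05.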

Top canonical pathways were circadian rhythm and eNOS signaling pathway, although directionality (activation or inhibition) was not determined. 

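All 18 genes of the circadian rhythm list were tested. In female Met/Met against Val/Val hearts their median log2 fold change was -0.40 (camera adjusted p = 0.00456, and 0.0027 with fry), with 6 higher and 12 lower. An adjusted p under 0.05 was reached by 14 of them over all genes tested and by all 18 when adjusted over the list alone. The largest changes went in opposite directions. Dbp (chromosome 7, 45705088 to 45710203) fell from 3955 ± 266 normalized counts in Val/Val to 1316 ± 155 in Met/Met hearts (SD, n = 6 each), a log2 fold change of -1.59 (standard error 0.0970, adjusted p = 4.53e-12). Arntl (chromosome 7, 113207465 to 113314126) rose from 159 ± 15.2 to 386 ± 61.1 normalized counts, by 1.26 (standard error 0.172, adjusted p = 4.39e-05). Nfil3 (chromosome 13, 52967209 to 52981073) rose from 158 ± 25.7 to 312 ± 47.2, by 0.98 (standard error 0.111, adjusted p = 3.51e-06), and Tef (chromosome 15, 81802421 to 81826863) fell from 4792 ± 159 to 3195 ± 366, by -0.59 (standard error 0.0714, adjusted p = 8.98e-06). The hour at which each heart was collected is not among the sample labels. The eNOS signaling list had a median log2 fold change of 0.000233 (camera adjusted p = 0.469) with 12 of 21 genes higher, and -5.85e-05 without Met/Met replicate 5. Of its genes, 2 had an adjusted p under 0.05 over all genes tested and 3 when adjusted over the list alone. Aqp1 (chromosome 6, 55336432 to 55348555) fell from 10693 ± 1228 to 8275 ± 1479 normalized counts, by -0.38 (standard error 0.101, adjusted p = 0.0301), and Vegfa rose by 0.35 (adjusted p = 0.0339). Hsp90aa1 rose by 0.40 (adjusted p = 0.0934).

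**Figure D3:**
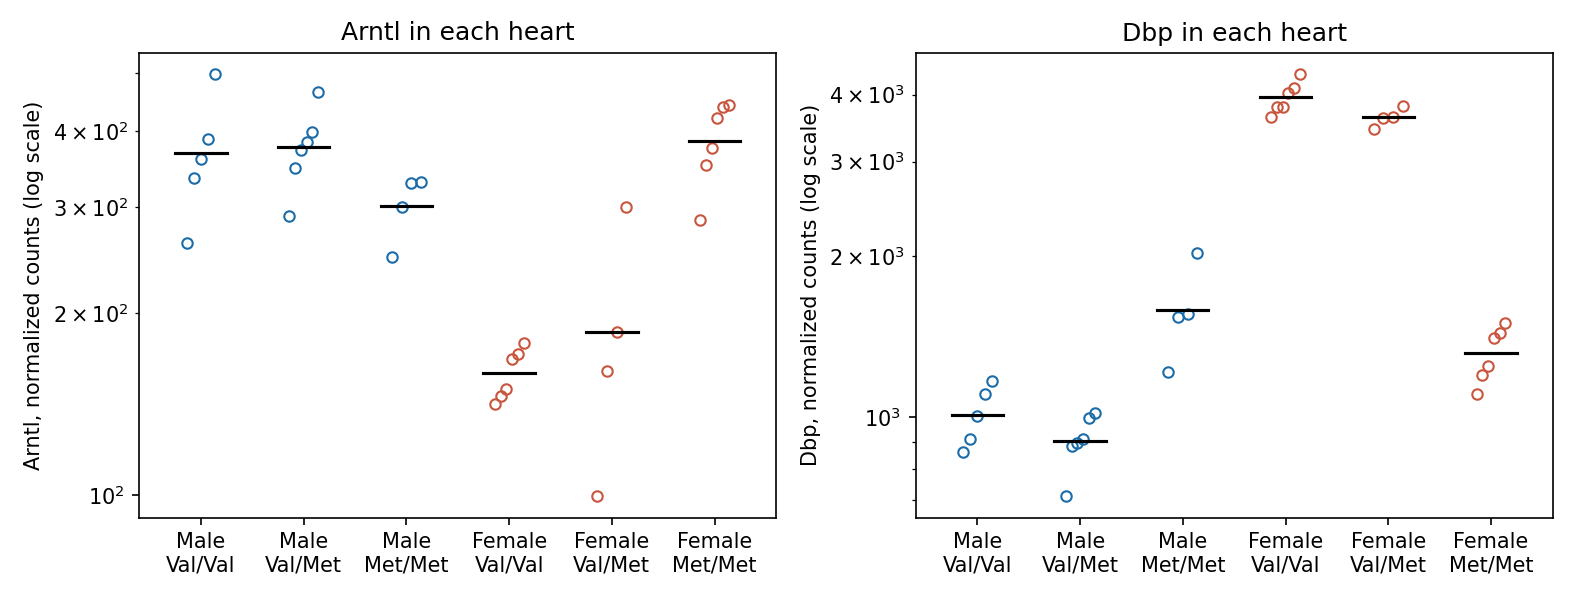
Normalized counts of Arntl (left) and Dbp (right) in each heart (log axes), by sex and genotype; points are hearts and bars are group means. In female Met/Met hearts Arntl lies between 285 and 442 and in female Val/Val hearts between 142 and 179, while Dbp lies between 1107 and 1502 and between 3640 and 4368.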

Number and viability of leukocytes were predicted as activated biofunctions, and as well as the upstream regulator IFN-α, but this functional pattern of immune-response gene expression was muted in comparison to male littermates. 

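The median log2 fold change of the leukocyte genes in female Met/Met hearts was -0.000463 (camera adjusted p = 0.572), with 15 of 31 genes higher. Of these genes, 0 had an adjusted p under 0.05, over all genes tested or adjusted over the list alone, and 2 had an unadjusted p under 0.05. Without Met/Met replicate 2 it was -0.10, and without Val/Val replicate 4 it was 0.06. The interferon alpha response had a median log2 fold change of 0.13 (camera adjusted p = 0.00854, and 0.587 with fry), with 18 of 28 genes higher. None of its genes had an adjusted p under 0.05, over all genes tested or adjusted over the list alone, and 7 had an unadjusted p under 0.05. Its median was 0.06 without Val/Val replicate 1, 0.06 without Val/Val replicate 6 and 0.07 without Met/Met replicate 4, and in these 3 fits the list no longer had a camera p under 0.05.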

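In female Met/Met against Val/Val hearts, transcripts of Stat6 (chromosome 10, 127642986 to 127660957) numbered 1670 ± 97.5 against 1764 ± 107 normalized counts (SD, n = 6 each), a log2 fold change of -0.08 (standard error 0.0517, adjusted p = 0.426). Hif1a (chromosome 12, 73901375 to 73947530) had 2927 ± 256 against 2897 ± 298 normalized counts, a log2 fold change of 0.02 (standard error 0.0717, adjusted p = 0.926). Both changes were within the spread between hearts. The list of HIF1A targets had a median log2 fold change of -0.03 (camera adjusted p = 0.765), with 9 of 23 genes higher, and -0.06 without Met/Met replicate 2. Of its genes, 3 had an adjusted p under 0.05, over all genes tested as well as adjusted over the list alone. Pfkfb3 and Slc2a1 fell, by -0.43 (adjusted p = 0.0326) and -0.31 (adjusted p = 0.0428), and Vegfa rose. Genes induced by dexamethasone had a median log2 fold change of -0.23 (camera adjusted p = 4.99e-05, and 0.0863 with fry), with 2 of 23 higher. Of these genes, 4 had an adjusted p under 0.05 over all genes tested and 8 when adjusted over the list alone. Without Val/Val replicate 5 the median was -0.35. Klf15 (chromosome 6, 90462576 to 90475238) fell from 2966 ± 414 to 2143 ± 242 normalized counts, by -0.46 (standard error 0.0863, adjusted p = 0.00239), and Mt2 from 347 ± 109 to 199 ± 56.6, by -0.79 (standard error 0.211, adjusted p = 0.0315). Arrdc2 was 2.00-fold lower (adjusted p = 0.0352). Pgr and Il1rn were not analysed here.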

STAT6, the master transcription regulator of hypoxic stress (hypoxia inducible factor 1 α, HIF1A), the receptor for progesterone (PGR), IL1 receptor antagonist (IL1RN), and dexamethasone were predicted to be inhibited.

### 2.4. Functional Analysis of Heterozygous Mice

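At a p under 0.05 and a fold change of at least 1.25, 217 genes passed in male Val/Met hearts (79 higher, 138 lower) and 890 in male Met/Met hearts (489 higher, 401 lower), each against Val/Val hearts of the same sex. In females, 488 passed in Val/Met (265 higher, 223 lower) and 623 in Met/Met hearts (301 higher, 322 lower).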

Differential gene lists with low stringency (uncorrected *p* value < 0.05, >1.25-fold) were used for functional analyses to capture functional patterns that might otherwise be missed due to subtle changes in groups of related genes or low magnitude alterations of genes encoding critical regulatory factors. Even with these reduced filters, an obvious functional pattern was lacking in differential genes of heterozygous Val66Met males (Figure 4). 

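In male Val/Met against Val/Val hearts, 8 of the 10 lists had a camera adjusted p of 0.294 or more. The median log2 fold change was 0.02 for the interferon gamma response (adjusted p = 0.572), which was -0.04 without Val/Val replicate 2, and -0.05 for the interferon alpha response (adjusted p = 0.294). It was -0.06 for antigen presentation (adjusted p = 0.509) and -0.04 for both dendritic cell maturation (adjusted p = 0.766) and leukocyte genes (adjusted p = 0.88). Ribosomal proteins were lower, with a median of -0.05 and 26 of 76 genes higher (adjusted p = 0.0379, and 0.718 with fry). Glucocorticoid targets were lower as well, with a median of -0.19 and 2 of 23 genes higher (adjusted p = 0.00456, and 0.482 with fry). No member of the 10 lists had an adjusted p under 0.05 over all genes tested, and 1 of the ribosomal proteins did when adjusted over the list alone. At an unadjusted p under 0.05 there were 10 among the ribosomal proteins and 2 among the glucocorticoid targets. Il1a was not analysed here.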

Exceptions were enriched quantity of myeloid cells (10 genes, *p* = 9.2 × 10^−3^, Z score = 2.4), decreased cytoskeleton organization (24 genes, *p* = 3.3 × 10^−4^, Z score = −2.1), and predicted inhibition of the upstream regulator interleukin-1α (IL-1α) (5 genes, *p* = 1.1 × 10^−2^, Z score = −2.2).

Heterozygous Val/Met females were similarly devoid of a functional pattern using a stricter significance cutoff. However, low stringency functional analysis revealed predicted inhibition of lymphocytic neoplasm (65 genes, *p* = 3.6 × 10^−3^, Z score = −2.2) and activation of the Cdc42 (cell division cycle 42) signaling pathway (9 genes, *p* = 4.2 × 10^−4^, Z score = 2.2) as unique to heterozygous females (Figure 4). 

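The transcript of Cdc42 (chromosome 4, 137319696 to 137357720) had 3705 ± 149 normalized counts in female Val/Val (SD, n = 6) and 3742 ± 241 in female Val/Met hearts (SD, n = 4), a log2 fold change of 0.01 (standard error 0.0503, adjusted p = 0.916). The difference was within the spread between hearts, and its direction turned without Val/Met replicate 2, to -0.02. Genes downstream of Cdc42 were not analysed here.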

More interesting were the enriched canonical pathways and predicted upstream regulators related to various immune system processes, including predicted up-regulation of interferons and down-regulation of IL10RA, as was found for Met/Met males. For example, 51 genes downstream of INF-γ were altered in Val/Met females (uncorrected *p* < 0.05, 1.25-fold), resulting in significant enrichment (*p* = 3.8 × 10^−10^) and predicted activation (Z score = 2.6) of this important signaling network. Additionally, as was found for Met/Met males, IL10RA was predicted to be inhibited (15 genes, *p* = 2.2 × 10^−5^, Z score = −3.2) in Val/Met females. 

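In female Val/Met against Val/Val hearts, 7 of the 10 lists were higher with a camera adjusted p under 0.05, and none of them had an adjusted p under 0.05 with fry. Antigen presentation had a median log2 fold change of 0.26 (camera adjusted p = 4.67e-09, and 0.24 with fry), with 23 of 26 genes higher. No gene of this list had an adjusted p under 0.05 over all genes tested, 2 did when adjusted over the list alone and 10 had an unadjusted p under 0.05. The median was 0.16 without Val/Met replicate 2 and 0.44 without Val/Met replicate 5. Smaller medians were found for ribosomal proteins (0.03, camera adjusted p = 0.000227), dendritic cell maturation (0.07, camera adjusted p = 0.0415), leukocyte genes (0.11, camera adjusted p = 0.0379) and eNOS signaling (0.07, camera adjusted p = 0.00926).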

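The interferon gamma response list had a median log2 fold change of 0.38 in female Val/Met hearts (camera adjusted p = 2.07e-15, and 0.0863 with fry), with 32 of 34 genes higher. At a p under 0.05 and a fold change of at least 1.25, 15 of the 34 passed. Of the 34, 21 had an unadjusted p under 0.05, 0 had an adjusted p under 0.05 over all genes tested and 6 did when adjusted over the list alone. The list's score was high in 2 of the 4 Val/Met hearts, replicate 2 of the first batch and replicate 6 of the third. It was -0.14 in replicate 1 and -0.15 in replicate 5, between the lowest (-0.36) and the highest (0.09) of the 6 Val/Val hearts. Each of these batches holds 2 Val/Met hearts, which the removal of batch means places on either side of the group mean. Only the difference within each pair is thus measured. The level of a single heart against the Val/Val hearts, and the like levels in both batches, follow from the removal. Without replicate 6 the median log2 fold change was 0.23, and without replicate 5 it was 0.51.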

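The transcript of Il10ra had 118 ± 25.7 normalized counts in female Val/Val (SD, n = 6) and 128 ± 20.8 in female Val/Met hearts (SD, n = 4). The log2 fold change was 0.14 (standard error 0.195, adjusted p = 0.759), smaller than the spread between hearts, and 0.05 without Val/Val replicate 6.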

Although the functional profile of hearts from heterozygous females included prediction of upstream regulators also found in male homozygous cardiac tissues, there was a substantial differences in significance of overlap (*p* = 6.2 × 10^−28^ for males, *p* = 2.9 × 10^−10^ for females), significance of predicted directionality (Z = 7.5 for males, Z = 3.6), and magnitude of activation or inhibition (e.g., 48 differentially expressed genes downstream of IFN-α in male Met/Met mice, and only 16 IFN-α-inducible genes in female Val/Met mice).

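Of the 28 interferon alpha genes tested, 11 passed p under 0.05 and 1.25-fold in male Met/Met hearts and 1 did in female Val/Met hearts. The median log2 fold change of the list in female Val/Met hearts was 0.14 (camera adjusted p = 0.000526, and 0.54 with fry), with 23 of the 28 genes higher. Of the 34 interferon gamma genes, 26 passed in male Met/Met hearts. The difference between male Met/Met and female Val/Met hearts, each against its own controls, was not tested.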

### 2.5. Validation by qPCR

We validated four cardiac-relevant genes by qPCR, including the gene encoding titin-cap (*Tcap*), the gene encoding natriuretic peptide B (*Nppb*, or BNP), *Myl2* that encodes cardiac myosin light chain 2 (MLC-2v), and ATPase Sarcoplasmic/Endoplasmic Reticulum Ca2+ Transporting 2 (*Atp2a2*), which encodes the cardiac, slow twitch calcium pump, SERCA2. Baseline expression of *Tcap* was higher in Val/Val females than in males but was downregulated specifically in polymorphic female mice with one or both alleles (Figure 5A). Conversely, *Nppb* was 4-fold lower in Val/Val and Val/Met females, compared to males, but was significantly upregulated specifically in female Met/Met mice (Figure 5B). *Myl2*, on the other hand was up-regulated specifically in homozygous males (Figure 5C). Most interesting was the significant down-regulation of *Atp2a2* in both males and females, although most profoundly in Met/Met females (Figure 5D).

## 3. Discussion

For decades, biomedical research primarily used male subjects, largely ignoring the possibility that there could be substantial sex-based differences even in common physiological and pathophysiological processes. In the current era, the importance of sex-based differences in immunologic, cardiovascular, and other diseases has begun to be better appreciated. As such, defining sex-specific parameters are important considerations not only in the clinical setting but also when investigating the role of genetic modifiers in animal models. The results of the current study bring this into focus, as the rs6265 polymorphism leads to disparate expression profiles in male and female mice.

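The difference between the sexes was tested as the interaction of sex and genotype in the same fit. For Met/Met against Val/Val, 748 genes had an adjusted p under 0.05, and 3450 (25.1% of those tested) had an unadjusted p under 0.05. For Val/Met against Val/Val, these counts were 2 and 721 (5.25%). In the fit with 1 mean per group and batch, 10 and 0 genes had an adjusted p under 0.05, and for Val/Met 1.46% had an unadjusted p under 0.05. The count for Met/Met was 1371 without female Met/Met replicate 2 and 402 without male Met/Met replicate 2, and that for Val/Met ranged from 0 to 4 with 1 heart left out. Of the genes differentially expressed in Met/Met against Val/Val hearts, 10 were shared by males and females, 3 of them with the same direction, while 230 passed in males only and 120 in females only. For Val/Met hearts, 4 genes were shared, all with the same direction, and 49 and 109 passed in 1 sex only. Single genes with an interaction in Met/Met hearts included Yy2 (3.61 on the log2 scale, adjusted p = 2.27e-05), Gm7331 (-2.23, adjusted p = 0.0072) and Dbp (-2.23, adjusted p = 4.91e-11). The paper concludes that rs6265 changes expression differently in male and in female mice, and relates this to the role of sex in studies of genetic modifiers.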

One of the most striking findings in our current study was the lack of gene expression overlap even in the non-polymorphic male and female mice. This has important implications as we move into the era of personalized medicine. As genome data are used to make treatment decisions or tailor therapies to particular individuals, the “expressome” will increasingly need to be considered. 

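The interaction of sex and genotype was also tested for the immune lists. For Met/Met against Val/Val, the interferon gamma response had a median interaction of -0.61 on the log2 scale (camera adjusted p = 2.16e-07, and 0.074 with fry), with 30 of 34 genes lower in females than the male change would give. Antigen presentation had -0.69 (camera adjusted p = 3.8e-08, and 0.0537 with fry), dendritic cell maturation -0.41 (camera adjusted p = 0.00395, and 0.137 with fry) and the leukocyte genes -0.47 (camera adjusted p = 0.000562, and 0.2 with fry). For the interferon alpha response it was -0.13 (camera adjusted p = 0.226). Among single genes, the interaction was -1.12 for Cxcl9 (adjusted p = 0.00313), -1.04 for B2m (adjusted p = 0.00457) and -0.87 for H2-K1 (adjusted p = 0.0158). For Val/Met against Val/Val, the interferon gamma list had a median interaction of 0.34 (camera adjusted p = 3.55e-13, and 0.2 with fry), higher in females for all 34 genes.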

Our data demonstrate that the decrease in functional BDNF produced with the rs6265 polymorphism triggers the inflammatory pathway, with a more robust response in homozygous Met/Met male mice. IFN-γ and IL-1β are involved in T helper 1 (Th1) immune responses, while IL-10 is associated with immunoregulation of the Th1 response; thus, in the current study Th1 response is initiated, signifying macrophage activation and inflammation. This is reflected through enhanced expression of various genes involved in the inflammatory process. This represents fertile ground for future investigations into understanding how these mechanisms modulate other disease processes. As an example, we have recently demonstrated that there is decreased cardiomyocyte contractility in male polymorphic mice with a muscular dystrophy cardiomyopathy phenotype [38].

Although female mice did not exhibit a strong inflammatory gene expression profile, key cardiac transcripts were altered, which could contribute to the observed differences in differential cardiac function between female Met carriers, compared to littermate Val/Val controls. Expression of the *Atp2a2* gene, for example, was reduced in male Met/Met mice but essentially obliterated in female Met/Met littermates. *Atp2a2* encodes SERCA2, which is responsible for the lion’s share of Ca2+ reuptake into the SR following cardiac contraction [42] and is thus a major player in diastolic heart function [43]. Reduced SERCA2 might contribute to previously reported differences in the contractile capacity of cardiomyocytes isolated from dystrophic mice with and without the Met allele [38]. However, this supposition requires additional cell-specific studies to confirm this hypothesis. In a human study, low levels of BDNF were associated with cardiovascular diseases and cardiac remodeling [44]. In neuropathological conditions, reduced expression of BDNF is associated with enhanced inflammation and loss of neuroplasticity [45]. Inflammation is characterized with augmented levels of proinflammatory cytokines that trigger activation of leukocytes and have been shown to promote hypocontractility of gut smooth muscle cells [46]. Thus, their increased expression might also affect cardiac or vascular function. Although our results did not show enhanced levels of proinflammatory response in females, there was downregulation of anti-inflammatory genes such as IL-10RA (interleukin 10 receptor subunit alpha) and SOCS1 (suppressor of cytokine signaling), suggesting perturbations in immunoregulatory functions. 

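In female Met/Met hearts, Il10ra had 130 ± 25.9 normalized counts (SD, n = 6), a log2 fold change of 0.15 against female Val/Val hearts (standard error 0.174, adjusted p = 0.68). Neither female comparison thus showed a change in this transcript larger than the spread between hearts. Socs1 was not analysed here.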

Future studies will be aimed at identifying the mechanisms responsible for observed transcriptomic and functional differences resulting from presence of the Met allele.

In summary, this is the first report of sex-dependent differences in gene expression profiles of male and female mice with and without the BDNF rs6265 polymorphism. Results suggest that the Met allele predisposes for the development of diastolic dysfunction, perhaps in the context of comorbidities that exacerbate dysfunctional myocardial relaxation. If this presumption is correct, BDNF genetic differences might help to explain opposing results of clinical trials aimed at repairing SERCA2 deficiency using targeted gene therapy [47,48,49,50]. On the other hand, the inflammatory profile observed in male Met/Met mice might confer protection from cardiac remodeling and histopathology associated with BDNF rs6265 polymorphism. Studies such as this one, which include genetic profiling in both males and females, provide insight important for dissecting the underlying pathological mechanisms in the quest for more personalized therapies in the modern era of increasingly individualized medicine.

## 4. Materials and Methods

### 4.1. Animals

This study was carried out in accordance with the National Institutes of Health’s Public Health Service Policy of Humane Care and Use of Laboratory Animals and the Animal Welfare Act. All protocols were approved by the Vanderbilt University Institutional Animal Care and Use Committee under protocol ID# M1700006-00 (27 June 2017). Experiments were performed using appropriate anesthetics, and every effort was made to minimize animal pain and distress. The minimum amount of isoflurane required for animal sedation was used. Transgenic hBDNF^Met^ knock-in allele (Val66Met) mice [51] were produced using heterozygous breeders, and litter mates (8–12 weeks old) were used wherever possible. For all experiments, animals were euthanized with either isoflurane followed by secondary cervical dislocation and subsequent whole heart tissue isolation or via carbon dioxide asphyxiation.

### 4.2. Echocardiography

Transthoracic M-mode echocardiography was performed with a 12-mHz probe (VisualSonics) on conscious mice and on mice anesthetized by inhalation of isoflurane (1–1.5%). LV end-systolic interior dimension (LVID;s), LV end diastolic interior dimension (LVID;d), ejection fraction (EF), and fractional shortening (FS) values were obtained by analyzing data using the Vevo 2100 program. All functional and phenotypic data were obtained from mice that were 8–12 weeks old.

### 4.3. RNA Sequencing

Total RNA was extracted from whole hearts of 8-week-old mice using RNeasy Mini kit (74104, Qiagen, Germantown, MD, USA) as per the manufacturer’s instructions. RNA integrity was confirmed using Agilent Bioanalyzer. RNA sequencing (RNA-Seq) was performed by the Vanderbilt Technologies for Advanced Genomics (VANTAGE) core. RNA libraries were constructed using the Illumina TruSeq Stranded Total RNA kit (Illumina Inc., San Diego, CA, USA). Libraries were sequenced using Illumina HiSeq 3000 on paired-end-150 flow cell runs at ~32 M PF reads per sample. Raw reads (fastq files) were uploaded to the Partek Flow server Build version 10.0.21.0621 (Partek Incorporated, St. Louis, MO, USA) and pre-alignment quality assessment was performed. Mean base-call quality scores were above Phred-like values of 36 in all positions of all samples, and no hard trimming of the reads was necessary. Sequences were aligned to the mm10 assembly of the mouse genome using STAR 2.5.3a and resulting summary of reads filtered (<80) and quantified at the gene level to Ensemble transcripts 83 using Partek’s expectation maximization (E/M) annotation model. Gene counts were normalized to total read count per sample and then log-transformed (with an offset of 0.0001). To identify differentially expressed genes, statistical analysis was performed using Partek’s Gene Specific Analysis (GSA) multimodal estimation algorithm, which identifies the statistical model that is the best for each gene among all the selected models (lognormal, Poisson, etc.), and then uses that best model to calculate *p*-value and fold change. Statistical analyses (including correction for multiple hypothesis testing) for identification of overrepresented ontologies, functions, and pathways were performed using Ingenuity Pathway Analysis software (Qiagen).

### 4.4. Validation by qPCR

Total RNA from whole hearts was converted to cDNA with iScript (Bio-Rad). Pre-validated primers for murine *Myl2*, *Tcap*, *Nppb*, and *Atp2a2* were purchased from Qiagen. Relative gene expression for each receptor was assessed using iTaq Universal SYBR Green Supermix (Bio-Rad) in a Bio-Rad CFX instrument, according to the manufacturer’s protocol. Briefly, ~200 ng of cDNA was mixed with 2X Supermix mix, RNase-free water, and 1 µM of primers, for a total reaction volume of 10 µL. A typical protocol was included for polymerase activation at 95 °C for 30 s, and 40 cycles as follows: denaturation (5 s at 95 °C), annealing/extension (30 s at 60 °C), followed by melt-curve analysis. The comparative threshold method was used to calculate fold-differences in Excel. Pre-validated mouse GAPDH primers served as internal controls to normalize target gene expression across different samples. At least 4 biological and 2 technical replicates were included to ensure reproducibility.

### 4.5. Statistics

All data are expressed as means ± SEM. Statistical comparisons made between 2 variables were performed using two-way ANOVA or the Student’s t test (for pairwise comparisons) or Mann-Whitney for multiple comparisons. Comparisons between more than 2 variables were performed using one-way ANOVA with a Tukey’s post hoc test. *p* values of less than 0.05 were considered statistically significant. For RNASeq, Partek was used to perform pairwise comparisons of average group values, and only transcripts that resulted in a fold-change of at least 1.5 and *p* value of less than 0.05 were considered significantly altered.

## 5. Limitations

This study was limited by issues inherent to the hBDNF transgenic mouse model, in which the mutated human BDNF was expressed and subsequently compared to control mice in which normal mouse BDNF was expressed. Mice were bred in heterozygous pairs, and littermates used throughout to minimize potential bias. Another limitation was the lack of specificity regarding speculative interpretations of observed variations, because whole hearts were used rather than isolations of specific cardiac cell populations.

## 6. Translational Perspective

The rs6265 polymorphism modifies baseline cardiac function in female mice and differentially alters baseline cardiac transcription in males versus females; thus, it may represent a novel risk factor for worse outcomes in cardiovascular disease or confer a benefit for some etiologies of cardiology. Sex-based differences represent a potential confounder for studies of rs6265 as a biomarker or modifier of disease risk.

## Figures and Tables

**Figure 1:**
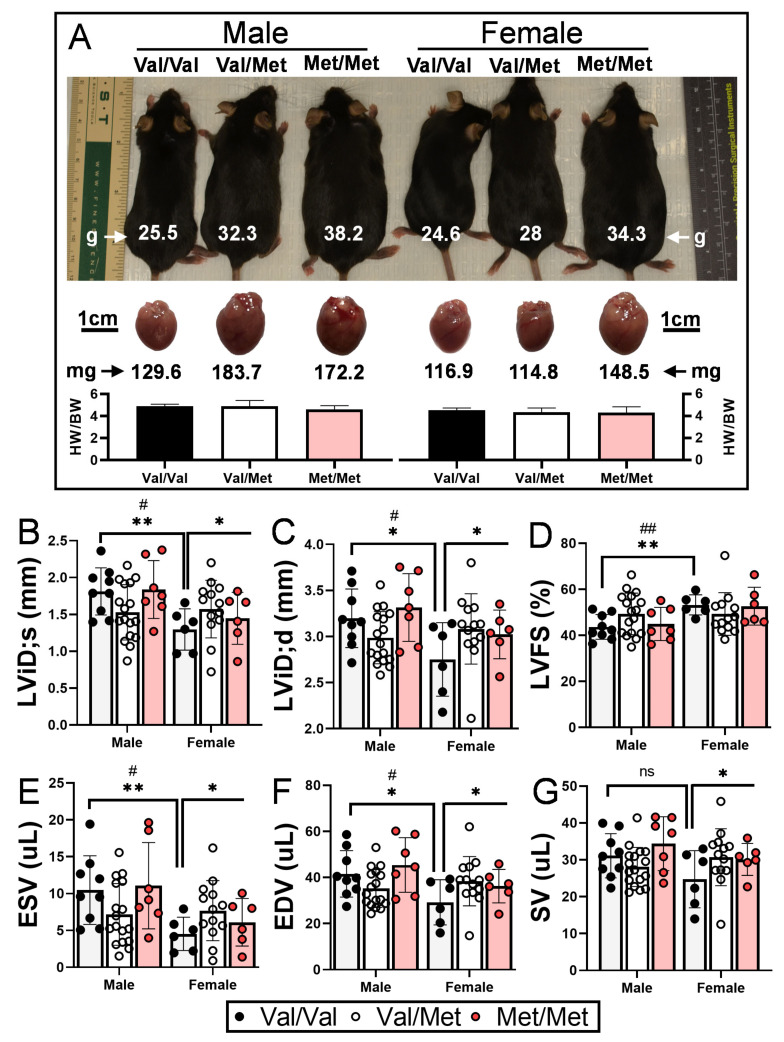
Val66Met leads to increased end systolic and diastolic volumes in female mice. (**A**) Representative 12-week-old littermate mice along with excised hearts from the same mice, showing greater body and heart weights in both males and females with the Met allele. Bars beneath representative hearts show similar heart weight-to-body weight ratios (HW/BW) among genotypes (*n* = 4 per group). (**B**–**G**) Plot showing results of echocardiography assessment of littermate-matched male and female mice (8–12 weeks) with one (Val/Met, white bars and circles) or both (Met/Met, red bars and circles) of the rs6265 alleles, relative to non-carrier controls (light gray bars and black circles). Parameters shown (*y* axis) are (**B**) left ventricular internal dimension at end systole (LVID;s) and (**C**) diastole (LVID;d), (**D**) percent (%), fractional shortening (FS), (**E**) end systolic volume (ESV), (**F**) end diastolic volume (EDV), and (**G**) stroke volume (SR). *n* = 9 (Male Val/Val), *n* = 17 (Male Val/Met), *n* = 7 (Male Met/Met), *n* = 6 (Female Val/Val), *n* = 13 (Female Val/Met), *n* = 6 (Female Met/Met). Asterisks represent statistical significance between male and female Val/Val mice or between Val/Val versus Val/Met and Met/Met female mice. * *p* < 0.05and ** *p* < 0.001 using two-way ANOVA. ^#^ *p* < 0.05 and ^##^ *p* < 0.01 using Mann–Whitney, ns = not significant.

**Figure 2:**
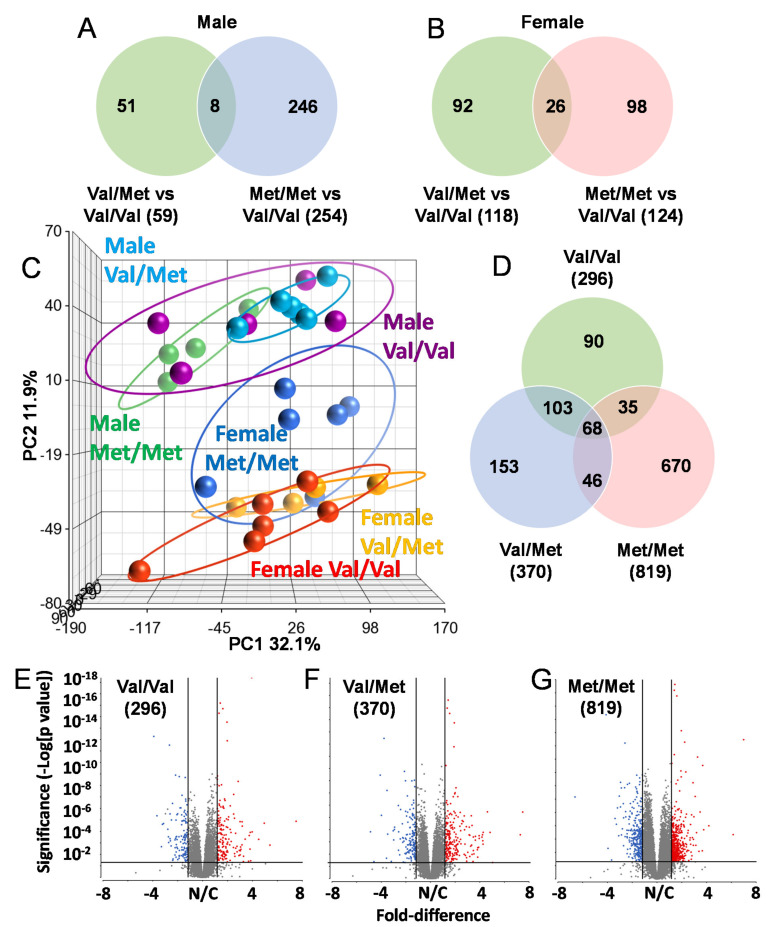
The Met allele increases sex-based differences in global cardiac transcriptional profiles. Venn diagrams showing overlap of differentially expressed genes in whole hearts of male (**A**) and female (**B**) Val/Met versus Val/Val mice compared to those altered in Met/Met versus Val/Val mice. (**C**) Principal components analysis (PCA) shows unique whole heart male and female expression profiles in Val66Met mice. Groups are as indicated and colored as follows: purple = Male Val/Val, teal = Male Val/Met, green = Male Met/Met, red = Female Val/VaWe did not use any hyphensl, orange = Female Val/Met, blue = Female Met/Met. (**D**) Venn diagram showing overlap in differential genes for direct comparisons of males versus females for each genotype (green = Val/Val, blue = Val/Met, red = Met/Met). (**E**–**G**), Volcano plots for males versus females for each genotype. The ordinate represents increasing significance, and the abscissa shows magnitude of change. Lines represent significance cutoffs, with numbers of genes significantly differentially expressed shown in parentheses. Red and blue dots represent significant genes more highly expressed in whole hearts of females and males, respectively. Grey dots represent genes not deemed as significantly different (*p* > 0.05 and/or fold < 1.5).

**Figure 3:**
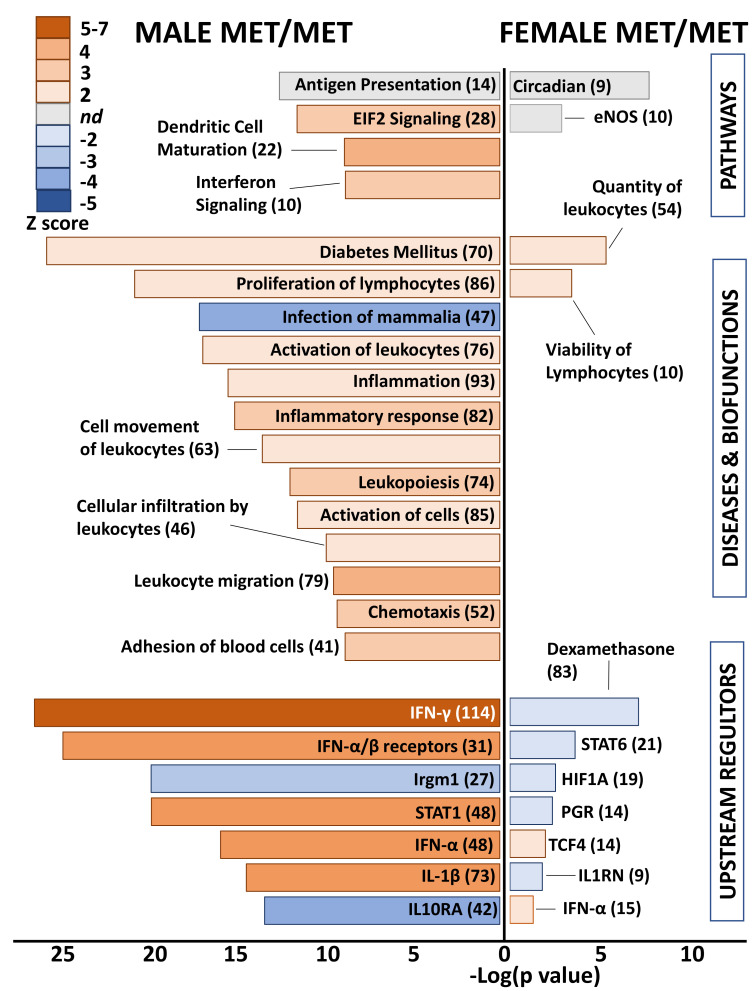
Met/Met mice exhibit a male-specific inflammatory profile. Bar chart shows enriched pathways (**top** bars), diseases and biofunctions (**middle** bars), and predicted upstream regulators (**bottom**) for whole hearts of male (**left** side) and female (**right** side) Met/Met mice compared to those of normal Val/Val controls. Bar size reflects significance (shown on *x* axis), and color represents Z score (significance of prediction of directionality), as indicated in the legend. Numbers in parentheses indicate numbers of genes in the listed category that were altered in hearts of either male or female Met/Met mice compared to respective controls.

**Figure 4:**
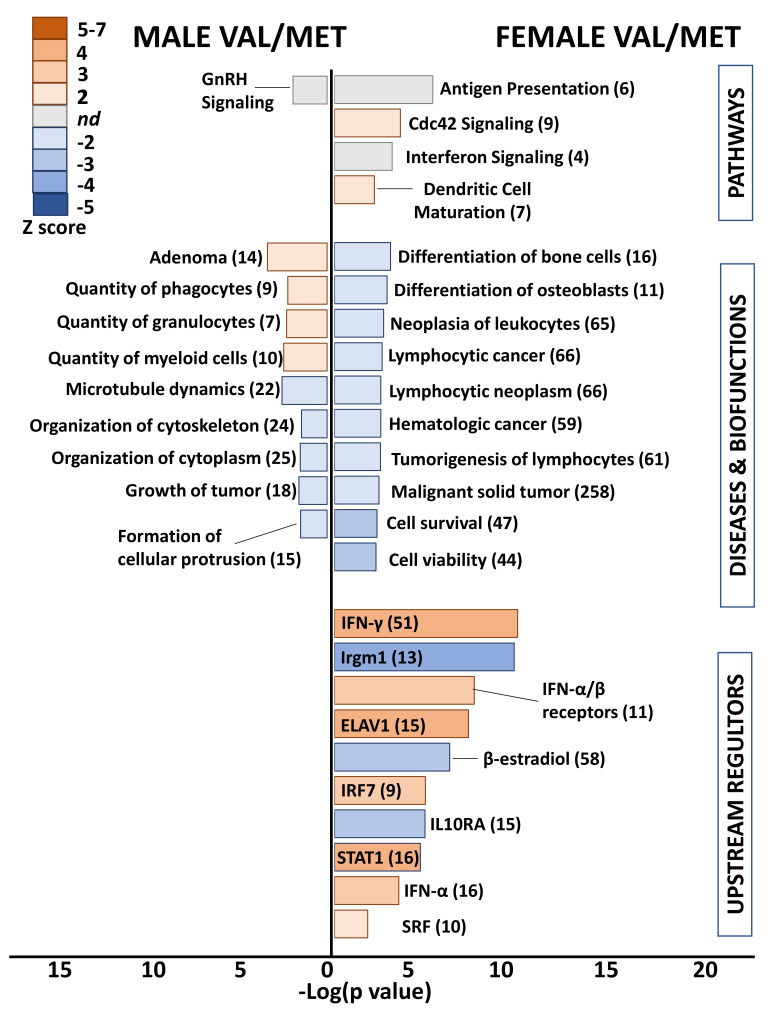
Whole hearts from Val/Met mice exhibit blunted functional profiles loosely related to immune cell proliferation. Bar chart shows enriched pathways (**top** bars), diseases and biofunctions (**middle** bars), and predicted upstream regulators (**bottom**) for whole hearts of male (**left** side) and female (**right** side) Val/Met mice compared to normal Val/Val controls. Bar size reflects significance (shown on *x* axis), and color represents Z score (significance of prediction of directionality), as indicated in the legend. Numbers in parentheses indicate numbers of genes in the listed category that were altered in hearts of either male or female Val/Met mice compared to respective controls.

**Figure 5:**
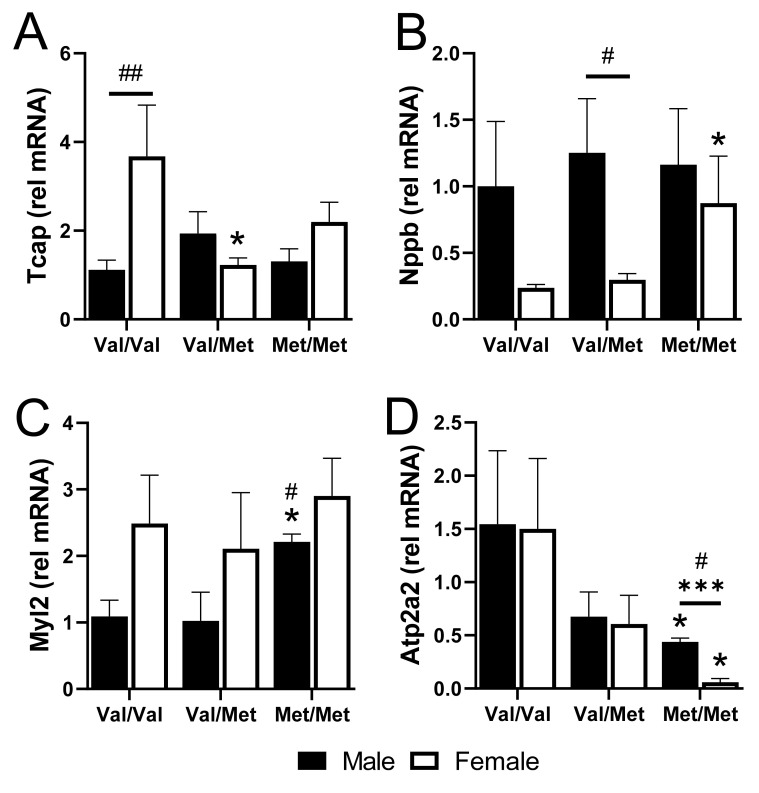
qPCR of select genes validates differences in whole hearts of males and females with and without the Met allele. Bar charts showing mRNA relative to GAPDH of titin-cap, *Tcap* (**A**), natriuretic peptide, *Nppb* (**B**), myosin light chain 2, *Myl2* (**C**), and *Atp2a2* (**D**) for males (black bars) and females (white bars) in each group. *n* = 3 or 4 each group, * *p* < 0.05 for pairwise comparisons between same-sex Val/Met or Met/Met versus respective Val/Val control mice. *** *p* = 0.0003 for pairwise comparison between male and female Met/Met mice. ^#^ *p* < 0.05 and ^##^ *p* = 0.0007 using Mann–Whitney. Relative mRNA was calculated using the ΔΔ CT method with GAPDH as the internal normalization target and male Val/Val as the reference sample.

**Table 1:** Echocardiograph Assessment of Male and Female Mice with and without the rs6265 Allele.

	Val/Val	*p*	Val/Met	*p*	Met/Met	*p*
	Male (*n* = 9) Female (*n* = 6)		Male (*n* = 17) Female (*n* = 13)		Male (*n* = 6) Female (*n* = 6)	
HR (BPM)	681 ± 41.0	0.578	653 ± 39.1	0.232	653 ± 39.5	0.227
	689 ± 15.1		675 ± 25.5		654 ± 29.4	
LViD;s (mm)	1.81 ± 0.32	0.006	1.53 ± 0.29	0.752	1.85 ± 0.43	0.105
	1.30 ± 0.28		1.57 ± 0.23		1.45 ± 0.25	
LViD;d (mm)	3.20 ± 0.32	0.047	2.99 ± 0.26	0.460	3.29 ± 0.34	0.210
	2.75 ± 0.40		3.08 ± 0.29		3.02 ± 0.27	
ESV (μL)	10.5 ± 4.7	0.006	7.2 ± 4.3	0.739	11.4 ± 5.2	0.110
	4.54 ± 2.3		7.7 ± 1.9		6.1 ± 3.14	
EDV (μL)	41.5 ± 10.1	0.037	35.2 ± 8.6	0.388	44.6 ± 10.4	0.201
	29.3 ± 9.8		38.4 ± 7.54		36.2 ± 7.8	
SV (μL)	31.1 ± 6.0	0.122	28.1 ± 5.0	0.305	33.2 ± 5.8	0.396
	24.7 ± 7.8		30.7 ± 6.0		30.1 ± 5.3	
LVEF (%)	75.67 ± 6.0	0.002	80.8 ± 5.58	0.997	75.8 ± 8.4	0.078
	85.24 ± 3.4		80.8 ± 3.4		84.1 ± 4.7	
LVFS (%)	43.7 ± 5.4	0.002	49.3 ± 5.2	0.993	44.14 ± 9.1	0.089
	53.3 ± 4.4		49.3 ± 4.6		52.7 ± 4.7	

## Data Availability

Raw and processed sequencing data were deposited in the NCBI Gene Omnibus database under the unique identifier Accession GSE178685.

How the deposited data were processed for this re-analysis (not part of the article)

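RNA was sequenced from the whole hearts of 31 mice of 8 weeks of age, 15 males and 16 females, with 4 to 6 mice for each sex and Bdnf genotype. Per the paper's methods, total RNA was made into stranded libraries and sequenced in pairs of 150 bases. The same methods give alignment with STAR 2.5.3a to mm10, gene expression from Ensembl release 83 with Partek's expectation maximization model, normalization to the total read count of each sample, and Partek's gene-specific analysis after an offset of 0.0001. The sample labels name another RNA extraction and another library kit than the paper's methods do. The deposited table holds the authors' normalized gene counts, used here as a signal per gene and heart and not as read counts. It has 0 values of 0 and 20 values under the offset, in 6 genes.

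The sum of the values of a heart was near 29 M, which gives the depth on the scale of the table. The quartiles were alike in all hearts, from 155.621 to 160.109, from 471.402 to 478.786 and from 1228.84 to 1250.91. The values had been expected to be per M reads, and were therefore divided by 29.066 for every gene and heart alike, so that the offset and the minimum mean apply on the scale planned. This factor changes no ratio. The extreme values behind the larger sums of 2 hearts were those of Gm4613, 9.18867e+12 in male Val/Val replicate 4 and 37229600 in female Val/Met replicate 5. Spearman correlations between hearts ranged from 0.9625 to 0.9983. No 2 columns were identical. The batch of each heart is the sequencing project given in its label. Within each group, the batches have equal mean log2 values for every gene, a step that the text of the paper does not describe. The precision of each fold change is given by its standard error over hearts, since the read counts behind the values are not known.

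Values were analysed on the log2 scale with R 4.3.3 and limma 3.58.1 (lmFit, contrasts.fit, and eBayes with a trend), in 1 fit of 6 group means over all hearts, with no term for the batch because the paper names none. Genes needed a mean of at least 1 per M, which 13732 passed. The comparisons were Val/Met and Met/Met against Val/Val in each sex, female against male in each genotype, and the interaction of sex and genotype for Val/Met and Met/Met. Differential expression was counted at a p under 0.05 and a fold change of at least 1.5, again at a Benjamini-Hochberg adjusted p under 0.05 with that fold change, and, where the paper uses a lower stringency, at 1.25-fold. Positions and biotypes came from GENCODE M21, in which 13570 of the symbols were matched and 270 were not, and 32 of the matched symbols name more than 1 gene.

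Genes are named by a rule set before the data were examined, as were the comparisons, the tests of the comparisons and all alternatives but 4. For the genes the paper names, the comparisons in which each is followed through the alternatives were limited to those of its claims after a first run of the alternatives. The rule takes every gene the paper names and genes that check the sex of the mice. For each comparison it takes the 3 largest rises and the 3 largest falls among differentially expressed genes whose groups do not overlap in any heart. For each list it takes the 3 members with the smallest p in the comparison of the claim, and it takes genes shared by both comparisons of a sex if there are 10 or fewer. The text gives some of the genes that the rule takes.

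The gene sets of the commercial pathway software were not used here. Lists for the interferon gamma response, the interferon alpha response, antigen presentation, ribosomal proteins, dendritic cell maturation, leukocyte genes, circadian rhythm, eNOS signaling, HIF1A targets and glucocorticoid targets were written by hand from general knowledge. They were tested with limma's camera at a correlation of 0.01, and beside it with fry and with camera at the estimated correlation. The median log2 fold change of a list is the median over its tested genes. Principal components were computed on centred, unscaled values, and distances between groups were tested with exact permutation or, for the sexes, with 100000 resamples.

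The procedure was tested on simulated data of 13732 genes, of which 200 were changed in male Met/Met hearts, and calls were counted for male Met/Met against Val/Val hearts. Without removal of batch means within groups, 191 of the 200 were found with 6 false calls. With that removal, 197 were found with 103 false calls, and with 1 mean per group and batch 190 were found with 5 false calls. Of 40 list tests, the 1 with a shifted list of 18 genes was called and 0 others were. The simulated genes varied independently and no batch means were removed in that test. It therefore cannot show how often lists whose members vary together are called without a change. Other splits of the hearts and simulated sets without any change, 100 of each per comparison, were used to judge the counts.

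Alternatives were an offset of 1, no minimum, a minimum of 10 per M, a term for the batch, the first batch only, a replicate block, a fit of only the groups compared, upper-quartile scaling (percentile 75), and leaving out each heart in turn. After the data had been seen, 4 more were tried. These were a fit with 1 mean per group and batch, and the fold change as the ratio of group means in 3 forms: with the minimum of 1 per M, without a minimum, and without a minimum in fits of only the groups compared. Results for some genes are not reported here. Echocardiography, quantitative PCR, histology and protein data were not used here. Socs1, Ifng, Il1a, Il1b, Il1rn, Pgr, Ntrk2, Xist, Tsix, Ddx3y, Eif2s3y, Kdm5d and Uty are not among the genes of the table and were not analysed here. Integrin and Cdc42 signaling were not analysed here either.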

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

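The tests of the clock genes and of the share of genes with 1 mean per group and batch were chosen only after the results had been seen.

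In 6 of 192 groups of hearts (3.12%), 1 heart lay far from the others. How often chance alone gives this was not measured. In the list scores these were male Met/Met replicate 1 for circadian rhythm (-0.1078, others 0.02856 to 0.03834) and for endothelial markers (-0.1066, others 0.03116 to 0.05282), and male Val/Met replicate 3 for glucocorticoid targets (-0.6541, others -0.2547 to -0.03612). They were also female Val/Val replicate 4 for adipocyte markers (0.06748, others -0.09228 to -0.05788) and for the X and Y sex genes (0.2988, others 0.4076 to 0.4681). For Atp2a2, the log2 value of female Met/Met replicate 2 was 14.31 (others 14.36 to 14.39). A swapped sex label for female Val/Val replicate 4 is argued against by the scores of the sex genes, which were between -0.5502 and -0.358 in all male hearts. Removal of the batch means also shapes these gaps, since it puts the hearts of a batch on either side of their mean and leaves a heart alone in its batch at the mean. No biological explanation was tested for these hearts, and chance is not excluded for any of them.

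The change from Val/Val to Met/Met differed between the sexes for 748 genes with an adjusted p under 0.05, and that from Val/Val to Val/Met for 2 (721 at an unadjusted p under 0.05). Of 100 splits of the hearts into other groups, the real one included, 4 gave as many genes for Met/Met and 13 for Val/Met. In 100 simulated sets without any change, 9 gave at least 748 genes for Met/Met and 24 gave at least 2 for Val/Met. The comparison with other splits favours the real groups, for a reason that was not tested. It was calibrated for female Met/Met against Val/Val hearts only, where in 100 simulated sets without any change the real groups had more genes than the other splits in 96, and in 92 after batch means were removed within groups. With 1 mean per group and batch, 11.2% of genes had an unadjusted p under 0.05 for Met/Met (8.53% to 17.8% leaving out 1 heart). In simulated unchanged genes the share was 4.41% for female Met/Met against Val/Val hearts. It was not simulated for the interaction. For Val/Met the share was 1.46% (1.00% to 2.70%), as it would be if the removal alone made the genes of that comparison. GC content and gene length are argued against as the whole cause for Met/Met, with 727 genes before and 765 after their trend was removed. No male Met/Met heart was in the third batch. The batch means of each group are equal (largest difference 1.22e-05), so batch and genotype cannot be told apart here. An effect of the Met allele that depends on sex stays open beside it.

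The ribosomal proteins rose in male Met/Met hearts and not in female ones, with a median interaction of -0.245 (camera adjusted p = 6.9e-12, 68 of 76 genes lower). In males, removal of the trend with GC content and length left a median of 0.143 of the 0.21 before it. This argues against that trend as the whole cause, though it may be part of it. Male Met/Met hearts had the highest mean GC trend of the 6 groups (0.337 ± 0.24, SD, n = 4). The difference from male Val/Val hearts (0.0871 ± 0.382, SD, n = 5) was within the spread between hearts (exact permutation test, p = 0.278). The batch, and a change in protein synthesis with genotype, stay open and were not tested apart.

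The circadian rhythm list fell in female Met/Met hearts and not in male ones, with a median interaction of -0.501 (camera adjusted p = 0.0218, 12 of 18 genes lower). The 6 genes that peak with Arntl rose and the 12 that peak with Dbp fell in female Met/Met hearts, with medians 1.14 apart. A candidate explanation is a different time of day at which the hearts were collected, which would move both sets this way. The time of collection is not in the labels, and a shift of the clock itself by genotype would do the same, so the 2 cannot be told apart from these values.

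For Cfd the interaction was 3.23 (adjusted p = 0.0105), with a larger fall in male than in female Met/Met hearts (-0.34 in females, adjusted p = 0.737). Less fat tissue attached to the male hearts could lower it. Other fat markers had a median log2 fold change of -0.0948 in male Met/Met hearts, but only 5 of 15 (33.3%) are in the table, too few to tell fat tissue from a change in Cfd itself. Cabp1 had an interaction of 1.34 (adjusted p = 1.1e-05), as it rose in females and was lower in male Met/Met hearts (-0.47, adjusted p = 0.0309). Tcap had -0.989 (adjusted p = 1.18e-06), with a fall in females. For Cabp1 and Tcap no single technical explanation was tested beyond those for the 748 genes, and an effect of genotype that depends on sex stays open.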

How the results depend on the processing

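The fit with 1 mean per group and batch and the 3 forms of the fold change as a ratio of group means were chosen after the data had been seen. In this part, pairs of numbers are genes at p under 0.05 and 1.5-fold followed by those that also had an adjusted p under 0.05. The cause of a change was not tested unless the alternative itself gives it, as fewer genes or fewer hearts do.

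The direction of the named genes and lists hardly depended on these choices. Of 105 results for single genes, 105 kept direction and side of the threshold with a batch term and with upper-quartile scaling, and 104 did with an offset of 1. With only the groups compared 2 were weaker, and with the first batch only 30 were weaker. With 1 mean per group and batch 5 were weaker, all of them shared male genes (Gm20427, Gm43751 and Gm49342). The threshold in these counts is that of the unadjusted p alone, at any fold change. Calls by adjusted p were fewer with 1 mean per group and batch. In male Met/Met hearts 1 gene of all tested had an adjusted p under 0.05 and 1.5-fold, against 75 with 1 mean per group. At most 1 named gene with such a call there thus kept it. For the interaction with Met/Met, 10 genes had an adjusted p under 0.05, against 748. All 16 list results were kept with a batch term, with no minimum and with 1 mean per group and batch. Since the batches of a group have equal means, alternatives that concern the batch cannot change a direction, and their agreement says nothing on whether batches differ.

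The counts depended on the choices more. With an offset of 1, there were 17 genes in male Val/Met, 82 and 44 in male Met/Met, 51 in female Val/Met and 50 and 30 in female Met/Met hearts. Between the sexes there were 156 in Val/Val, 197 and 162 in Val/Met and 435 and 330 in Met/Met hearts, a growth of 279. The shared genes were 1 in males and 8 in females, and the cause was not tested. The median of the leukocyte genes in female Met/Met hearts changed sign, to 0.001295. With no minimum, 9 genes were shared in males, since more genes were tested.

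With a mean of at least 10 per M, fewer genes were tested. There were 6 genes in male Val/Met, 32 and 22 in male Met/Met, 24 and 5 in female Val/Met and 28 and 20 in female Met/Met hearts. Between the sexes there were 78 and 70 in Val/Val, 83 and 72 in Val/Met and 215 and 149 in Met/Met hearts, a growth of 137. Shared genes were 0 in males and 4 in females, and the interaction for Val/Met had 0 genes with an adjusted p under 0.05. The median of the interferon gamma response in male Val/Met hearts was -0.000449 and that of the leukocyte genes in female Met/Met hearts 0.005586, both of the other sign. The interferon alpha response in female Met/Met hearts (0.1269) no longer passed, nor did the distance of 9.081 between the sexes on the principal components. For that distance, the greater weight of Gm4613 among fewer genes was not told apart from the loss of the others.

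With a batch term, the genes with an adjusted p under 0.05 were 43 in male Met/Met and 2 in female Val/Met hearts, 464 for the interaction with Met/Met and 0 for that with Val/Met. With the first batch only, which leaves 15 hearts, there were 11 and 1 in male Val/Met, 90 and 0 in male Met/Met, 23 and 0 in female Val/Met and 36 and 0 in female Met/Met hearts. Between the sexes there were 107 and 6, 172 and 9, and 364 and 9, a growth of 257. The interactions gave 0 genes for Met/Met and 1 for Val/Met, and 1 and 4 genes were shared in males and females. At an unadjusted p under 0.05 and any fold change, the first batch alone had 22, 362, 76 and 198 genes in the 4 genotype comparisons.

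With the replicate block, 5 genes in female Val/Met hearts had an adjusted p under 0.05, and the change of Bdnf in male Met/Met hearts turned to 0.01089. The cause was not tested. Nothing in the labels says that hearts with the same replicate number belong together. After the group means were removed, the median correlation of hearts with the same number ranged over the 7 comparisons from -0.314 (male Val/Met against Val/Val) to 0.245 (female against male Val/Met), and that of other pairs from -0.0818 to 0.223. With only the groups compared, 44 genes in male Met/Met, 4 in female Val/Met and 25 in female Met/Met hearts had an adjusted p under 0.05, as had 438 for the interaction with Met/Met and 0 for that with Val/Met, and 17 genes were shared in females. Fewer hearts set the spread in these fits. With upper-quartile scaling, the median of the leukocyte genes in female Met/Met hearts was 0.001105, and the counts all stayed within 1.5 times.

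With 1 mean per group and batch, the counts were 31 in male Val/Met and 149 and 1 in male Met/Met hearts. The genes with an adjusted p under 0.05 were 0 in female Val/Met and 15 in female Met/Met hearts, and 75, 59 and 98 between the sexes in Val/Val, Val/Met and Met/Met hearts. The interactions had 10 (Met/Met) and 0 genes (Val/Met), shared genes were 0 in males and 15 in females, and the growth was 320. Here the 17 residual degrees of freedom are part of the cause by construction. Where the batches of a group are unequal in size, their equal weight in this fit also raises the standard errors. How much each adds was not tested. All genes counted in these fits at p under 0.05 and 1.5-fold, such as the 149, were among those of the fit with 1 mean per group. At an unadjusted p under 0.05 and any fold change, 831 genes passed in female Val/Met hearts. With the ratio of group means and no minimum, 8 genes were shared in males. With that ratio in fits of only the groups compared, 12 were shared in males and 19 in females, 4 genes in female Val/Met and 26 in female Met/Met hearts had an adjusted p under 0.05, and the interactions had 452 (Met/Met) and 0 genes (Val/Met). With the ratio and the minimum kept, all counts stayed within 1.5 times. At 1.25-fold the counts were 217 and 890 in males and 488 and 623 in females, as the lower threshold must raise them.

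Of 16 list results, 11 no longer passed when camera estimated the correlation, because the members of each list vary together. These were the interferon gamma response in male Met/Met (0.627) and female Val/Met hearts (0.385), the interferon alpha response in male (0.212) and female Met/Met hearts (0.129), antigen presentation in male Met/Met (0.774) and female Val/Met hearts (0.258), ribosomal proteins (0.21), leukocyte genes (0.422) and dendritic cell maturation (0.40) in male Met/Met hearts, and circadian rhythm (-0.398) and glucocorticoid targets (-0.227) in female Met/Met hearts. With fry, 6 no longer passed, at the same medians: the interferon gamma response (0.385) and antigen presentation (0.258) in female Val/Met hearts, the interferon alpha response in both sexes, and the leukocyte genes and glucocorticoid targets named above.

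Leaving out 1 heart at a time, the counts ranged from 34 to 99 (0 to 1) in male Val/Met, from 162 to 467 (33 to 161) in male Met/Met, from 78 to 184 (2 to 14) in female Val/Met and from 108 to 239 (44 to 91) in female Met/Met hearts, with the genes of an adjusted p under 0.05 in brackets. Between the sexes in Met/Met hearts, 388 to 1013 genes had an adjusted p under 0.05. For the genotype comparisons in the order given, these hearts set the counts outside the brackets. The lowest came without male Val/Val replicate 4, male Val/Val replicate 2, female Val/Val replicate 4 and female Val/Val replicate 4. The highest came without male Val/Val replicate 2, male Val/Val replicate 1, female Val/Met replicate 2 and female Met/Met replicate 2. Some bracketed values came without other hearts, such as 33 without male Met/Met replicate 4 and 44 without female Met/Met replicate 5. Male Met/Met replicate 4 lies at its group mean, so its absence moves no fold change. The interactions ranged from 402 (without male Met/Met replicate 2) to 1371 genes (without female Met/Met replicate 2) for Met/Met and from 0 to 4 for Val/Met, shared genes from 0 to 9 in males and from 19 to 55 in females, and the growth from 352 to 836.

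Medians of lists that crossed 0 or lost their threshold when 1 heart was left out were those of the interferon gamma response in male Val/Met (-0.03795 to 0.04994) and female Met/Met hearts (-0.0247 to 0.09877). The last also gained a camera adjusted p under 0.05 in 5 of 12 such fits, with medians of 0.09569, 0.08315 and 0.08884 without female Val/Val replicates 2, 3 and 4, and of 0.09756 and 0.07244 without female Met/Met replicates 1 and 5. In female Met/Met hearts they were also those of the interferon alpha response (0.06179 to 0.1857), leukocyte genes (-0.09869 to 0.06074) and eNOS signaling (-5.849e-05 to 0.02385). Genes whose change crossed 0 were Bdnf in male Met/Met (-0.1263 to 0.09197) and female Val/Met hearts (-0.1184 to 0.184), Hif1a in female Met/Met (-0.01915 to 0.05871) and Cdc42 in female Val/Met hearts (-0.0215 to 0.04775). Genes that lost a p under 0.05 were Gm20427, Gm43751, Gm49342, Gm6361 (-0.95 without male Met/Met replicate 2) and Atp2a2 (-0.21 without male Met/Met replicate 3) in males, and Cyp26b1 in female Val/Met hearts (1.22 without Val/Met replicate 2). Bdnf in female Met/Met hearts gained one (-0.34 without Met/Met replicate 3). Over all such fits, 1049 results for single genes stayed the same, 22 were weaker, 14 were reversed and 1 was stronger.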

Differences from the paper's values

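In males, the paper gives 8 genes shared by the Val/Met and Met/Met comparisons, and here there were 3. Among the alternatives set before the data were examined, 9 genes were shared without a minimum, which is within 1.5 times the paper's 8. The others stayed apart from it: 1 with an offset of 1, 0 with a mean of at least 10 per M, 3 with a batch term, 1 with the first batch only, 2 with the replicate block, 4 with only the groups compared and 3 with upper-quartile scaling. A fit with 1 mean per group and batch, chosen after seeing the values, gave 0. A fit without a minimum and with the fold change as the ratio of group means, also chosen after seeing the values, gave 8 shared genes, among them Cfd, Gm20427, Gm24146, Gm27177, Gm49342, Rpl10-ps5 and Rps18-ps3.

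The setting was 1 of 3 forms of that ratio that were tried. Also chosen after seeing the values, the others gave 2 shared genes with the minimum of 1 per M kept, and 12, within 1.5 times the paper's 8, without it in fits of only the groups compared.

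The form that gave 8 also gave 59 genes in male Val/Met and 254 in male Met/Met hearts, where the paper gives the same counts, and 670 genes that differ between the sexes in Met/Met hearts only and 90 in Val/Val hearts only, again the paper's counts. It was chosen after seeing the values. It gave 298 genes between the sexes in Val/Val and 368 in Val/Met hearts, against the paper's 296 and 370, and 149 in Val/Met hearts only against the paper's 153. For Met/Met hearts it gave 819 genes between the sexes, which is the number in the paper's Figure 2, while the paper's text has 890. The fit of only the groups compared, set before the data were examined, also gave 59 genes in male Val/Met hearts.

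The paper's methods give a log transformation, a fold change from the model chosen for each gene, and a comparison of the average values of groups in pairs. Whether the averages behind its fold changes were taken before or after the log is not stated. As a ratio of group means, Cfd was 4.73-fold lower in male Val/Met and 5.02-fold lower in male Met/Met hearts, against the paper's 4.7 and 5, and its fold changes from mean log2 values were 4.65 and 11.9. The paper counts Cfd among the differentially expressed genes of both male genotypes. Here this held without a minimum and not with a mean of at least 1 per M, where it was not tested. Cabp1 was 1.50-fold and 1.82-fold higher in female Val/Met and Met/Met hearts as ratios of group means, against the paper's 1.5 and 1.8. The paper gives a decrease of Adora2b between 1.5-fold and 1.8-fold in the female comparisons. Here it was outside that range in Val/Met hearts, at 2.53-fold as a ratio of group means and 2.38-fold from mean log2 values, and in Met/Met hearts it was 1.82-fold and 1.72-fold.

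Some statements on single genes and groups differ in the RNA-Seq values. The paper reports a lower Atp2a2 transcript in female Met/Met hearts by quantitative PCR, and here its log2 fold change was 0.07 (adjusted p = 0.668). It reports a lower Tcap transcript in females with 1 Met allele as well, and here the log2 fold change in female Val/Met hearts was -0.10 (adjusted p = 0.535). The difference in Nppb between the sexes was smaller here than the paper's, 1.75-fold in Val/Val and 1.65-fold in Val/Met hearts. The paper predicts inhibition of Il10ra and Irgm1 in male Met/Met hearts from other genes. Here the Irgm1 transcript was higher by 0.47 (adjusted p = 0.0688). The Il10ra transcript changed by 0.28 (adjusted p = 0.491), within the spread between hearts. The paper's discussion has Il10ra downregulated in females. Here the log2 fold change was 0.14 in female Val/Met (adjusted p = 0.759) and 0.15 in female Met/Met hearts (adjusted p = 0.68). The paper places female Met/Met hearts apart from the other female genotypes on its principal components, and here their distance from female Val/Val hearts was 11.5 (exact permutation test, p = 0.271).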

Other observations

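The tests of genes found in separate hearts, of the clock genes, of the atrial markers, of the ribosomal RNA and of the shares with 1 mean per group and batch were chosen only after the results had been seen, and all others before.

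Counts of genes were set against other splits of the same hearts, 100 per comparison with the real one included. As many genes as the real groups gave were found in 19 splits for male Val/Met (53 genes), 14 for male Met/Met (240), 22 for female Val/Met (113) and 16 for female Met/Met hearts (130). Between the sexes, 5 splits gave as many in Val/Val (277), 1 in Val/Met (351) and 3 in Met/Met hearts (791). The comparison favoured the real groups where it was calibrated, in female Met/Met against Val/Val hearts, so simulated sets of unchanged hearts are set beside it. At least as many genes as the real ones were found in 10 of 100 such sets for the sexes in Val/Val, 9 in Val/Met and 1 in Met/Met hearts. Taken alone, the counts thus leave chance open for the 4 genotype comparisons and for the sexes in Val/Val hearts. They argue against it for the sexes in Met/Met hearts, and the 2 tests disagree for Val/Met hearts.

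The sexes were compared in separate hearts for each genotype, so genes found again with the same direction are a further test. There were 162 such genes in Val/Val and Val/Met, 86 in Val/Val and Met/Met, and 94 in Val/Met and Met/Met hearts. Of 100 splits of both sets of hearts with the real one included, 1 gave as many in each of these pairs, namely the real one (largest of the others 35, 80 and 27). Of 100 simulated sets of unchanged hearts, 1 gave as many in each pair. Chance is therefore argued against as the whole cause of the genes that differed between the sexes, in all 3 genotypes. A cause that recurs in each genotype, such as unequal batches or another time of collection, is not excluded by this. For genotype, males and females shared 4 genes with the same direction in Val/Met and 3 in Met/Met hearts. As many were found in 6 and 24 of 100 splits and in 28 and 26 of 100 simulated sets, so chance is not excluded for them.

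A second test took the removal of batch means into account. With 1 mean per group and batch, the share of genes with an unadjusted p under 0.05 was 2.01% in male Val/Met (1.34% without Val/Val replicate 1, 7.08% without Val/Val replicate 2), 7.09% in male Met/Met (4.96% without Val/Val replicate 2, 12.3% without Val/Val replicate 1) and 6.05% in female Val/Met hearts (3.42% without Val/Met replicate 6, 11.3% without Val/Met replicate 2). In these 3 comparisons, an effect of genotype and an excess of small p-values left by the removal cannot be told apart, because the share without 1 heart lies on either side of 5% or close to it. The share was 9.51% in female Met/Met hearts (7.54% to 14.4% with 1 heart left out). Between the sexes it was 13.0% in Val/Val (10.9% to 15.5%), 13.5% in Val/Met (9.39% to 14.4%) and 24.6% in Met/Met hearts (19.1% to 32.6%). In these 4 the share stayed above 5% with any 1 heart left out, which argues against the removal alone as the cause. The removal together with chance is not excluded by it, since the share in unchanged hearts was simulated only with genes that vary independently. For female Met/Met hearts, 26 of 100 simulated sets of unchanged hearts gave at least the 130 genes found. A difference between batches stays open as well.

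More genes differed between the sexes in Met/Met than in Val/Val hearts, by 514. Of 100 assignments of the Val/Val and Met/Met labels within each sex, 6 gave as large a growth, so chance is not excluded (largest of the others 605). Among genes with an annotation the growth was 479, and 195 after the trend of each heart with GC content and gene length had been removed. That trend may thus account for much of it. Fold changes between the sexes in Met/Met hearts had a correlation of -0.456 with GC content and 0.254 with length. The GC trend differed between female and male Met/Met hearts (exact permutation test, p = 0.0238), at -0.171 ± 0.32 (SD, n = 6) and 0.337 ± 0.24 (SD, n = 4). The batches (1.22e-05 between their means) stay open, as does a larger difference between the sexes in Met/Met mice.

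The interferon gamma response list was higher in male Met/Met than in male Val/Val hearts, by a median of 0.627 on the log2 scale with 32 of 34 genes higher. Male Met/Met replicates 1, 2 and 3 are each argued against as the sole cause. The lowest median of the 9 fits that each left out 1 heart was 0.567, without replicate 3. Replicate 4 lies at its group mean in the deposited values, so leaving it out cannot move the median and tests nothing for that heart. The trend with GC content and length is argued against by the median of 0.646 after its removal. More leukocytes in the hearts stay open, since the leukocyte genes rose as well (median 0.422) and a list of 14 macrophage markers had a median of 0.354, while 8 of 8 erythroid markers were also higher (0.444). Leukocyte genes are in part induced by interferon, so more cells and more transcript per cell cannot be told apart here. Unequal batches stay open too (1.22e-05).

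Clock genes differed between the sexes as well. In Val/Val hearts the median of the 6 genes that peak with Arntl was -0.664 and that of the 12 that peak with Dbp 0.757 in females against males, and in Val/Met hearts these were -0.671 and 0.765. In Met/Met hearts they were 0.05 and -0.17. The score of the clock genes was -0.83 ± 0.10 in female Val/Val (SD, n = 6) and -0.80 ± 0.295 in female Val/Met hearts (SD, n = 4), while it was 0.36 ± 0.131 in female Met/Met (SD, n = 6), 0.50 ± 0.210 in male Val/Val (SD, n = 5), 0.52 ± 0.159 in male Val/Met (SD, n = 6) and 0.16 ± 0.290 in male Met/Met hearts (SD, n = 4). Collection of the female Val/Val and Val/Met hearts at another time of day than the rest is a candidate explanation, for which the difference of 1.14 between the sets in female Met/Met hearts is what it would give. Without times of collection, it cannot be told apart from an effect of sex and genotype on the clock.

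Atrial cardiomyocyte markers were higher in female than in male Val/Met hearts (median 0.963, 10 of 10). They were also higher in Val/Val hearts (0.436, 9 of 10). In Met/Met hearts the median was -0.419 with 4 of 10 higher, so the markers went both ways. Of single genes in Val/Met hearts, Myl7 was higher by 1.73 (adjusted p = 0.0378), Sln by 1.87 (adjusted p = 0.118) and Myl4 by 1.54 (adjusted p = 0.0805). Within groups, the 10 markers had a mean correlation of 0.528 over 28 hearts, and 0 of 1000 random lists of genes had one as high. More atrial tissue in some samples may explain this, as each whole heart can carry a different share of atrium. Between groups, an effect of sex or genotype on these genes stays open.

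The ribosomal RNA gene CT010467.1 and Lars2 fell most among the genes without overlap between hearts in female Val/Met and Met/Met hearts, and were also higher in female than in male Val/Val hearts, by 2.61 (adjusted p = 0.0263) and 2.17 (adjusted p = 0.0124) on the log2 scale. Female Val/Val hearts thus had the highest means of the 6 groups. CT010467.1 had 89879 ± 38820 normalized counts in female Val/Val (SD, n = 6), 7886 ± 3191 in female Val/Met (SD, n = 4) and 6179 ± 6952 in female Met/Met hearts (SD, n = 6). In male hearts it had 13830 ± 5202 in Val/Val (SD, n = 5), 38755 ± 42580 in Val/Met (SD, n = 6) and 21989 ± 29030 in Met/Met (SD, n = 4), and 1 male Val/Met heart reached 115572. Its log2 fold changes in males were 0.87 in Val/Met (adjusted p = 0.703) and -0.20 in Met/Met hearts (adjusted p = 0.919), so the fall was seen in females only, from the group with the highest values. The 2 genes had a correlation of 0.96 within groups over 28 hearts (permutation test, p = 1e-05, the smallest that 100000 resamples can give), and of 0.95 without the 2 farthest hearts. Ribosomal RNA left in the libraries is a candidate explanation for both, since part of a Lars2 transcript may take up such reads. Whether genotype changes what is left was not tested.

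The measured transcript of Bdnf did not differ beyond the spread between hearts. The paper's limitations describe the mutated BDNF as human and that of the controls as mouse, while reads were aligned to the mouse genome. Whether reads of both alleles were counted alike was not tested, so a difference between genotypes could be hidden. It had 296 ± 76.7, 319 ± 44.5 and 291 ± 56.8 normalized counts in male Val/Val (SD, n = 5), Val/Met (SD, n = 6) and Met/Met hearts (SD, n = 4), and 231 ± 16.9, 242 ± 64.1 and 198 ± 45.3 in female hearts (SD, n = 6, 4 and 6). The adjusted p-values against Val/Val were 0.774 and 0.995 in males and 0.941 and 0.398 in females. Sequence of a donor strain next to the knock-in allele could change genes near Bdnf. Of 92 genes within 10 Mb, 3.26% had a p under 0.05 in Met/Met hearts of both sexes, against 3.51% elsewhere (Fisher's exact test, p = 1), and 62 of 128 windows of 20 Mb had at least as high a share. This argues against such an effect on many genes, and single neighbours such as A530058N18Rik (0.57 in males and 0.51 in females) stay open.

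For genes that the paper measured by quantitative PCR, the RNA-Seq values were as follows. Tcap (chromosome 11, 98383811 to 98384953) fell in female Met/Met hearts by -0.76 on the log2 scale (adjusted p = 2.64e-08), from 24468 ± 2716 to 14367 ± 473 normalized counts (SD, n = 6 each), and was -0.10 in female Val/Met hearts (adjusted p = 0.535). It was higher in female than in male Val/Val hearts by 0.97 (adjusted p = 8.17e-11). Nppb (chromosome 4, 147985788 to 147987205) rose in female Met/Met hearts by 0.76 (adjusted p = 0.0614), and by 0.48 without Met/Met replicate 2. Between the sexes it was -0.81 in Val/Val (adjusted p = 0.0348) and -0.72 in Val/Met hearts (adjusted p = 0.0812). Myl2 (chromosome 5, 122100951 to 122113472) rose in male Met/Met hearts by 0.21 (standard error 0.0550, adjusted p = 0.032), and Atp2a2 (chromosome 5, 122453513 to 122502225) changed by -0.28 (standard error 0.101, adjusted p = 0.124), and by -0.21 without Met/Met replicate 3.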
